# RNA Sequencing Analysis to Capture the Transcriptome Landscape during Tenderization in Sea Cucumber *Apostichopus japonicus*

**DOI:** 10.3390/molecules24050998

**Published:** 2019-03-12

**Authors:** Xiufang Dong, Hang Qi, Baoyu He, Di Jiang, Beiwei Zhu

**Keywords:** sea cucumber *Apostichopus japonicus*, body wall, tenderization mechanism, RNA-seq, differentially expressed genes, oxidative stress response

## Abstract

Sea cucumber (*Apostichopus japonicus*) is an economically significant species in China having great commercial value. It is challenging to maintain the textural properties during thermal processing due to the distinctive physiochemical structure of the *A. japonicus* body wall (AJBW). In this study, the gene expression profiles associated with tenderization in AJBW were determined at 0 h (CON), 1 h (T_1h), and 3 h (T_3h) after treatment at 37 °C using Illumina HiSeq™ 4000 platform. Seven-hundred-and-twenty-one and 806 differentially expressed genes (DEGs) were identified in comparisons of T_1h vs. CON and T_3h vs. CON, respectively. Among these DEGs, we found that two endogenous proteases—72 kDa type IV collagenase and matrix metalloproteinase 16 precursor—were significantly upregulated that could directly affect the tenderness of AJBW. In addition, 92 genes controlled four types of physiological and biochemical processes such as oxidative stress response (3), immune system process (55), apoptosis (4), and reorganization of the cytoskeleton and extracellular matrix (30). Further, the RT-qPCR results confirmed the accuracy of RNA-sequencing analysis. Our results showed the dynamic changes in global gene expression during tenderization and provided a series of candidate genes that contributed to tenderization in AJBW. This can help further studies on the genetics/molecular mechanisms associated with tenderization.

## 1. Introduction

The sea cucumber (*Apostichopus japonicus*) is naturally found along the coasts of China, Japan, Korea, and Russia of Northeast Asia and intensively cultured in East Asian countries [1]. *A. japonicus* achieved the maximum single-species production value and revenue in northern China (Liaoning and Shandong provinces) with nearly 220,000 tons production [2] and estimated value of about 4 Bn USD in 2015. Traditionally, sea cucumbers are generally processed into dry products, however, in recent years new products, such as instant sea cucumbers, with more nutritional value are being developed. Nevertheless, it is difficult to maintain fine and stable texture during regular thermal processing even for instant sea cucumbers due to the distinctive physiochemical structure of *A. japonicus* body wall (AJBW). This particular problem has caused substantial economic losses in the seafood industry [3,4].

Tenderness is generally considered as the basic characteristic of meat related to mouth feeling quality. Therefore, tenderization, a common technology in meat processing, was developed to break down the collagens to obtain better palatability. It has been reported that low temperature heating was effective to improve the tenderness of beef and pork [5]. The improved tenderness of meat heated at low temperature may be attributed partially to the action of proteolytic enzymes, causing weakening of fibrils, and solubilization of collagen [6]. Similarly, our previous studies also demonstrated that the hardness and chewiness of AJBW decreased after the low temperature heating time was extended and developed a method using nuclear magnetic resonance and magnetic resonance imaging to assess the proton changes of AJBW [7,8]. Tenderization process mainly involves (1) hydrolysis of muscle tissues by the endogenous proteases, like cathepsins, calpains, and caspases [9,10,11], and (2) assessing physicochemical properties of the muscle protein [12,13]. Previous reports have demonstrated that the release and activation of endogenous enzymes could be induced by apoptosis during meat tenderization [14,15]. However, there are no reports on the potential biological processes of the activation of endogenous proteases in *A. japonicus* during tenderization process.

The transcriptome is a set of all RNA transcripts and its modifications can exert its effect of protein translation on the phenotype of the organism [16]. Therefore, transcriptome analysis is essential for elucidating the underlying molecular constituents of cells and tissues in various biological processes. In this context, RNA-Seq technology has been widely applied in histological analysis [17], immunology [18], physiology [19], embryonic development, and gene markers [20] in *A. japonicus*. In addition, it has been used to investigate the effect of heat stress on marine animals such as rainbow trout [21], abalone [22], coral [23], and zooplankton [24]. These published articles found that heat shock could induce oxidative stress, immune response, and protein degradation, thus explaining the mechanism of the heat tolerance. 

In sea cucumber, endogenous proteases, like cysteine proteinases [25] and matrix metalloproteinases [26], have been found to degrade the protein in the body wall, while their gene expressions were regulated by some inflammatory cytokines such as tumor necrosis factor (TNF) and interleukin-1 (IL-1) [27]. In this study, the transcriptome of AJBW during tenderization was determined using Illumina Hiseq 4000 and comparative analysis was performed to understand (1) the type of endogenous protease involved and (2) the physiological and biochemical processes that were induced at the mRNA levels of AJBW during tenderization. These new findings would help to understand the tenderization mechanism of AJBW and provide a theoretical basis for the determination of suitable thermal processing conditions.

## 2. Results

### 2.1. Transcriptome Sequencing and Quality Control

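RNA of the AJBW was sequenced from 3 libraries of fresh body wall (CON), 3 libraries of body wall kept at 37 °C for 1 h (T_1h) and 3 libraries kept at 37 °C for 3 h (T_3h). The authors aligned the reads with HISAT, assembled and merged the transcripts with StringTie, and deposited 1 FPKM value (fragments per kilobase of exon model, scaled to the mapped reads of the library) for each of 53665 genes in each library. The deposited table holds no counts, so the depth behind each gene is unknown, and the precision rests on the number of libraries. The paper's Table 1 gives between 47514898 clean reads in T_1h_1 and 57471652 in CON_3. FPKM summed to between 336123 in CON_1 and 388082 in T_1h_1. Here the values were analysed as log2(FPKM + 1) with limma, in 1 fit of the 3 groups. T_1h_1 was left out of that fit, as in the paper, which gives its low correlation with the other libraries as the reason. The fit therefore used 8 libraries and tested the 50973 genes with FPKM above 0 in at least 2 of them. A gene passed the thresholds at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the limits the paper uses, and Benjamini-Hochberg adjusted p-values were counted separately. All 9 libraries, the replicate number as a block, 2 other scalings of the libraries and a test of the Ballgown type were run beside that fit, since each of them could change the numbers.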

In this study, nine cDNA libraries were constructed from AJBW following the treatment at different times and sequenced to obtain a comprehensive analysis of tenderization progression. Totals of 48,381,506–58,609,160 raw reads were generated in each library, and the clean reads were 47,514,898–57,471,652 reads with valid ratios of over 97%. Q20 > 99% and Q30 > 91% in each library suggested that the quality of the data was superior (Table 1). In addition, the evenly distributed reads in every position of the genes indicated that the randomness of the breaking was fair. However, we found that the sample correlations were more than 0.6 except in the T_1h_1 samples (the least one was 0.394, Supplementary Figure S1). Thus, the cDNA library of T_1h_1 was excluded to ensure the results were consistent and practical for further analysis of differentially-expressed genes (DEGs).

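Pearson's r across genes was computed for each of the 36 pairs of libraries. It describes pairs of libraries and carries no test, since genes are not independent replicates. For log2(FPKM + 1) the lowest r was 0.714, between CON_2 and T_3h_1, and the median was 0.776. T_1h_1 had r values from 0.767 to 0.918 with the other libraries on that scale, with a median of 0.784. Leaving out the log moved the lowest r and the median of T_1h_1 most, while the median over all pairs was then 0.802. For FPKM without the log, the lowest r was 0.394, between T_1h_1 and T_3h_2, and T_1h_1 had a median r of 0.504, ranging up to 0.829. Without T_1h_1, the lowest r of FPKM was 0.632, between CON_1 and T_3h_2. Spearman's rho had a median of 0.611 over all pairs, and T_1h_1 had a median rho of 0.613.

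**Figure D1:**
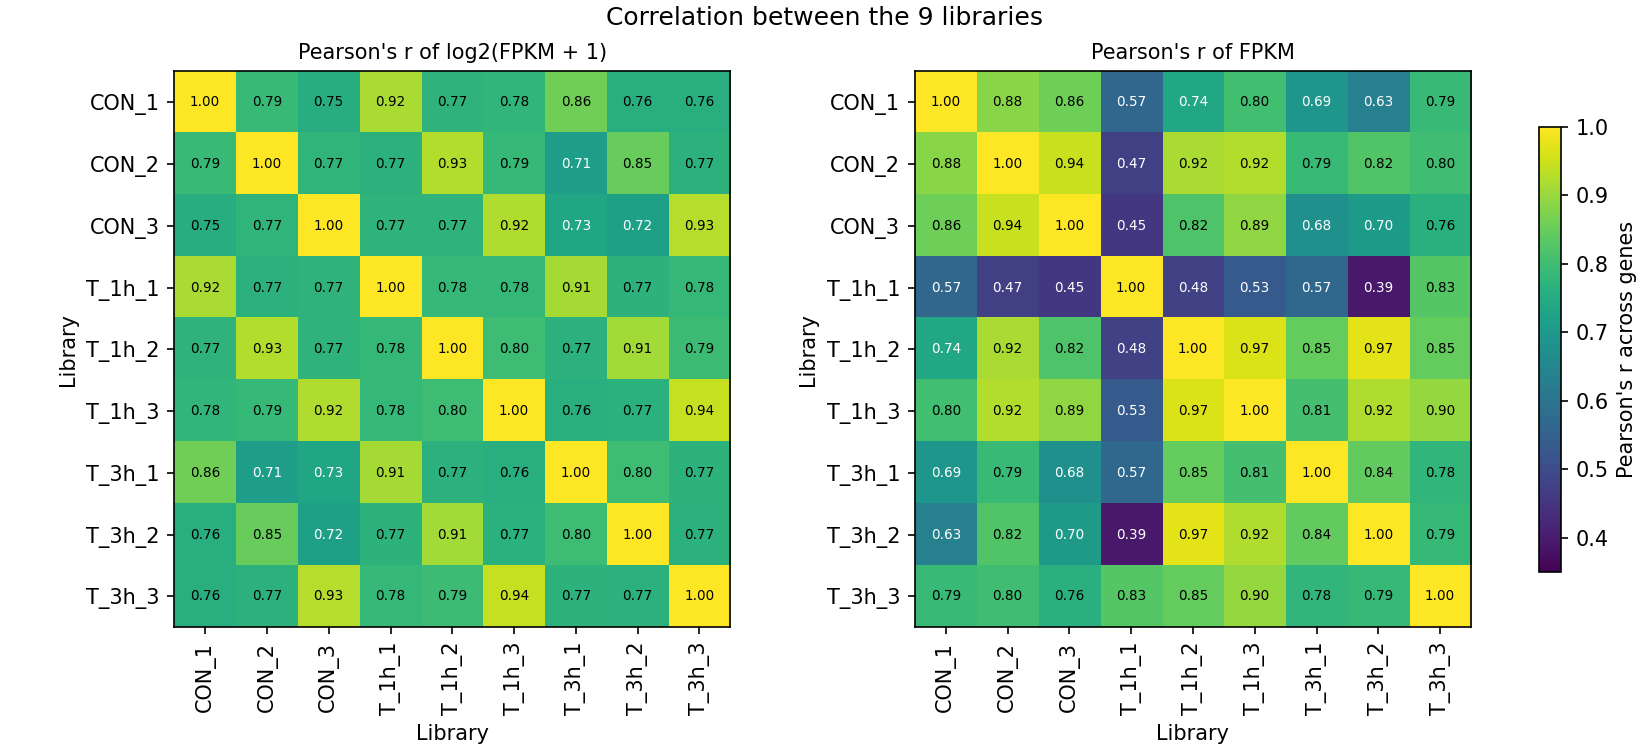
Pearson's r across genes between each pair of the 9 libraries, for log2(FPKM + 1) on the left and for FPKM on the right; each square is 1 pair, and its number is r. On the log scale r lies between 0.71 and 0.94, and for FPKM the pairs with T_1h_1 go down to 0.39.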

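In T_1h_1 the 10 genes of highest FPKM held 33.7% of the library's summed FPKM, against 23.7% in T_1h_2 and 22.6% in T_1h_3. In T_3h_2 they held more, 36.4%, and its median r of FPKM was 0.805. The gene of highest FPKM in T_1h_1, MSTRG.23283, reached 35659, and it lay between 1006 and 14888 in the other libraries. Without the 100 genes of highest FPKM in T_1h_1, its median r of FPKM with the other libraries was 0.778. Over genes with a mean FPKM of at least 10, the median stayed at 0.497. On the log scale T_1h_1 was nearer to CON_1 (0.92) and T_3h_1 (0.91), which carry the same replicate number, than to T_1h_2 or T_1h_3 (both 0.78).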

### 2.2. Reads Mapping to the Reference Genome Dataset

All the clean reads were mapped to the reference genes expressed in the *A. japonicus* genome [28]. We found that 70.44–82.03% of the reads were perfectly matched to the reference genome in each library. In unique mapped reads, 39.54–44.52% (18,785,041–24,024,127) and, in multimapped reads, 28.73–43.71% (16,510,649–21,860,562) was matched (Table 2). Gene expression of each library showed a normal distribution (Supplementary Figure S2), indicating consistency in the gene expression of three biological replicates. 

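Among the genes with FPKM above 0 in a library, the median FPKM was 0.787, 1.12 and 1.25 in CON_1 to CON_3, 0.939, 0.841 and 0.913 in T_1h_1 to T_1h_3, and 0.771, 0.501 and 0.990 in T_3h_1 to T_3h_3. T_3h_2 also had the fewest genes with FPKM of at least 1, 12877, against 24915 in CON_3. The factors that bring the 8 libraries to a common median ratio ranged from 0.594 in T_3h_2 to 1.49 in CON_3. Replicates of 1 group were less alike on the log scale than libraries of the same replicate number in different groups. The median r was 0.784 over the 9 pairs within a group and 0.918 over the 9 pairs with the same number, which ranged from 0.848 to 0.943.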

Meanwhile, most reads matched with exon regions from each library (Supplementary Figure S3).

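Each of the 53665 genes in the deposited table had FPKM above 0 in at least 1 of the 9 libraries. Between 38194 genes in T_3h_2 and 43948 in CON_3 were detected in a single library. In all 9 libraries 26465 genes were detected, and 47356 were detected in at least 1 library of each stage. With a minimum FPKM of 0.1, 50609 genes were detected in at least 1 library, and with a minimum of 1 the number was 41155.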

In total, 52,878 genes were detected in three stages (CON, T_1h, and T_3h) in the AJBW through RNA-seq analysis. Among them, 57.40% (30,350 genes) were mapped to the reference genes with homologous sequences in at least one of the databases (Supplementary Table S1). Moreover, 5415 (17.84%) showed significant matches to Gene Ontology (GO); 3301 (10.88%) to Kyoto Encyclopedia of Genes and Genomes (KEGG); 19,149 (63.09%) to NCBI nonredundant protein sequences (Nr); 12,834 (42.29%) to Swissprot; and 14,875 (49.01%) to Protein family (Pfam). 

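The deposited table carries GO terms for 5446 genes, which are 10.1% of all genes in it, and KEGG pathways for 3329 genes (6.20%). A description of the protein is given for 18981 genes, of which 5128 are described as hypothetical or uncharacterized. In all, 19095 genes (35.6%) have a GO term, a KEGG pathway or a description. A predicted gene of the reference genome is named for 33644 genes. Swissprot and Pfam matches were not analysed here.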

In short, approximately 69.57% (21,115 genes) of the total annotated genes from the AJBW were noted by the main five common databases.

### 2.3. Analysis of DEGs

Compared to the fresh AJBW (CON), 721 and 806 significant DEGs (|log2Ratio| ≥ 1 and *p* ≤ 0.05) were identified in T_1h and T_3h, respectively (Figure 1a). 

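With limma and the 8 libraries, 444 genes passed the thresholds in T_1h vs. CON and 2111 in T_3h vs. CON. No gene had an adjusted p under 0.05 in either comparison, where 896 and 3157 genes had an unadjusted p under 0.05. The Ballgown-type test, which has no moderation of the variance and uses a covariate for the library, moved the count at T_3h most by ratio, to 785 genes, and gave 712 at T_1h. With T_1h_1 included, 273 genes passed at T_1h and 2222 at T_3h, and 168 of the 273 were among the 444. Same-numbered libraries deviated from their group means together, with a mean correlation of 0.661 over 9 pairs, against -0.330 over the 18 pairs of different numbers (exact permutation test over 36 arrangements of the numbers, p = 0.0278). With the replicate number as a block, 791 genes passed at T_1h and 3173 at T_3h. With the block and all 9 libraries, a fit chosen after seeing the data, the counts were 494 and 3213, and 0 and 5 genes had an adjusted p under 0.05. In the same fit, with a minimum mean FPKM of 1, 1 and 1291 genes had an adjusted p under 0.05, and with median-ratio scaling also added 0 and 375. With 1 library left out at a time, the counts lay between 370 and 747 at T_1h and between 1232 and 3667 at T_3h.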

Out of these DEGs, 345 upregulated genes and 376 downregulated genes were identified from the comparison of T_1h vs. CON; while 368 upregulated and 438 downregulated were screened from the comparison of T_3h vs. CON. In addition, a strategy was developed to focus on key tenderization genes by comparing the gene expression between T_3h and T_1h. Consequently, only 81 upregulated genes and 94 downregulated genes were screened from the comparison of T_3h vs. T_1h.

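Of the genes past the thresholds at T_1h, 203 were higher and 241 lower than in CON, so that 54.3% were lower. At T_3h 241 were higher and 1870 lower (88.6% lower). These shares depended on the scaling of the libraries. With median-ratio scaling 298 genes were higher and 111 lower at T_1h (27.1% lower), and 572 were higher and 858 lower at T_3h (60.0% lower). With upper-quartile scaling 320 were higher and 92 lower at T_1h (22.3% lower), and 636 were higher and 764 lower at T_3h (54.6% lower). The median log2 fold change of all tested genes at T_3h was -0.17 with FPKM as deposited and -0.02 with median-ratio scaling. Among the genes with a mean FPKM of at least 1 it was -0.40 and -0.07. A gene with no change relative to the other genes is therefore lower by that shift at T_3h in the values as deposited. The 3 CON and 3 T_3h libraries did not overlap in 10.7% of the tested genes; 10% is the chance level for exchangeable libraries, and it does not hold for libraries that deviate together by replicate number; 855 of these genes were higher and 4588 lower at T_3h.

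**Figure D2:**
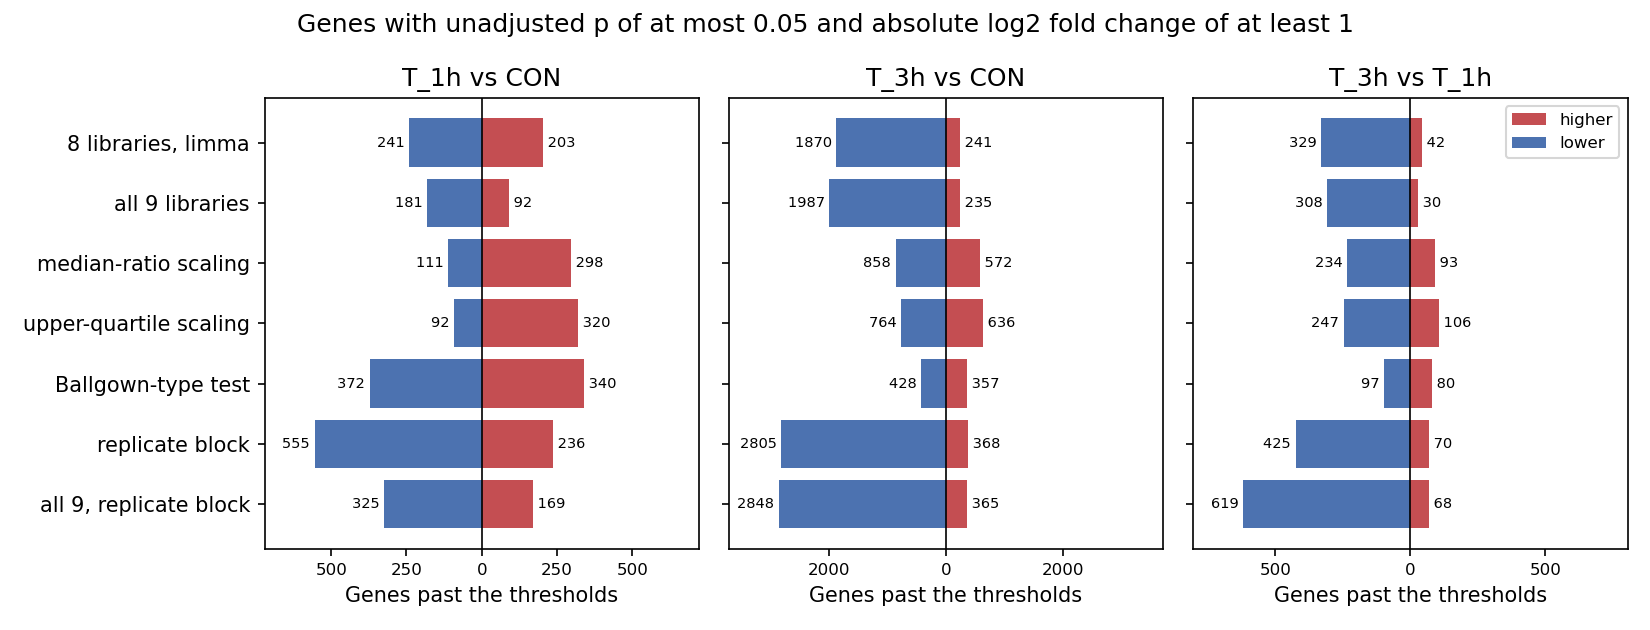
Numbers of genes past the thresholds in each comparison, under the 8-library fit and 6 other fits; bars to the right count genes that were higher and bars to the left genes that were lower, and the number at each bar is the count. At T_3h the lower genes go from 2848 with all 9 libraries and the replicate block down to 428 with the Ballgown-type test.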

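Between T_3h and T_1h, 371 genes passed the thresholds, 42 higher and 329 lower at T_3h (88.7% lower). No gene had an adjusted p under 0.05, and 786 had an unadjusted p under 0.05. With T_1h_1 included the count was 338, 30 higher and 308 lower. With median-ratio scaling 93 genes were higher and 234 lower (71.6% lower), and with upper-quartile scaling 106 were higher and 247 lower (70.0% lower). The Ballgown-type test gave 80 higher and 97 lower genes. With the replicate block, 70 genes were higher and 425 lower, and 1 of them had an adjusted p under 0.05; same-numbered libraries deviated together at 0.661, as given above. Leaving out 1 library at a time gave counts between 158 and 1564.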

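Over both time points, 328 genes were higher than in CON and past the thresholds in at least 1 comparison, and 1943 were lower. These totals depended on the scaling and on the test. With median-ratio scaling 665 genes were higher and 911 lower, with upper-quartile scaling 742 were higher and 805 lower, and with the Ballgown-type test 620 were higher and 739 lower.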

At the two time points studied, after treatment, the total downregulated genes (750) was slightly more than upregulated genes (631) (Figure 1b,c). 

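Past the thresholds at both time points were 284 genes, of which 116 were higher and 168 lower in both, and none changed in opposite directions. A further 160 genes passed only at T_1h and 1827 only at T_3h. The overlap carries no test, since both comparisons use the same CON libraries. By difference it moved most with the replicate block, to 504 genes, and it was 204 with all 9 libraries and 138 with the Ballgown-type test. The balance turned with the scaling: 205 were higher and 58 lower in both with median-ratio scaling, and 214 and 51 with upper-quartile scaling, and 1 gene changed in opposite directions with either.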

There were 146 DEGs consistently upregulated or downregulated in T_1h and T_3h. These upregulated or downregulated DEGs with annotation are presented in Supplementary Table S2. The consistent DEGs contained some important extracellular matrix (ECM)-associated genes (7), such as alpha-2 collagen, 72 kDa type IV collagenase, and matrix metalloproteinase 16 precursor; five cytoskeletal genes, such as myosin heavy chain, troponin I, and titin; and six immune-related genes, such as lipo-polysaccharide (LPS)-induced TNF-alpha factor, fibrinogen-like protein A, complement component 3 C3 (C3), and complement factor B (Bf).

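Of the genes named here, those for alpha-2 collagen, the type IV collagenase, matrix metalloproteinase 16 precursor, myosin heavy chain, troponin I, fibrinogen-like protein A and C3 were higher and past the thresholds at both time points. Bf was past them at T_1h only, with an unadjusted p of 0.0599 at T_3h. Titin (MSTRG.30676) had log2 fold changes of 1.59 (standard error 0.88) at T_1h and 1.60 (standard error 0.79) at T_3h. It was past the thresholds at neither, and with median-ratio scaling it was past them at both. With the replicate block, Bf and titin were past them at T_3h.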

Based on the primary results, the main DEGs that might exhibit important functions when AJBW was tenderized are shown in Table 3. (The total 94 genes with specific functions are shown in Supplementary Table S3.) The specific genes associated with heat treatment were classified into five groups.

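The numbers that Table 3 gives to its genes belong to other genes in the deposited table, so the genes of Table 3 were traced by their values. For 31 of the 37 genes, exactly 1 gene of the deposited table had the table's log2 fold changes and p-values within tolerances of 0.03 and 0.015 under the Ballgown-type test. For 4 more, 2 genes did, and the order of the gene numbers decided between them. For 1 gene a looser tolerance of 0.1 was needed, and 1 gene, a myosin heavy chain isoform X5, was not traced. In 100 draws of decoy values, on average 0.89 genes were traced by chance, and at most 4. Of the 36 traced genes, 25 have a description in the deposited table and 21 of these share a word with the paper's name, while 11 have no description, so these names rest on the tracing. Of the 36 traced genes, 28 were higher than in CON at T_1h and 26 at T_3h. The thresholds were passed by 16 genes at T_1h, 15 higher and 1 lower, and by 21 genes at T_3h, 15 higher and 6 lower. No adjusted p over all tested genes was under 0.05, and the smallest at T_3h was 0.626. When adjusted over the list alone, 14 genes at T_1h and 21 at T_3h were under 0.05; the list is the paper's own calls on these data, so this shows no stability. With all 9 libraries 6 genes passed at T_1h. With the replicate block and all 9 libraries, where same-numbered libraries deviated together at 0.661, 12 genes passed at T_1h and 25 at T_3h, and 1 of these had an adjusted p under 0.05 at T_3h. That fit, chosen after seeing the data, gave 19 such genes of 35 at T_3h with a minimum mean FPKM of 1, and 16 with median-ratio scaling also added. With median-ratio scaling 19 genes passed at T_1h and 26 at T_3h.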

### 2.4. Validation of the Results by RT-qPCR

To confirm the accuracy of the RNA-Seq transcriptome data, 10 consistently upregulated genes were selected for RT-qPCR analysis at three stages of tenderization (CON, T_1h, and T_3h). 

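Of the 10 genes selected, 9 were traced in the deposited table, and all 9 were higher than in CON at both time points in the RNA-Seq values. They were selected as upregulated and traced by their fold changes, so their shared direction carries no information. Of those that are not in Table 3, melanotransferrin (MSTRG.32738) had log2 fold changes of 1.82 (standard error 0.35) at T_1h and 1.69 (standard error 0.31) at T_3h. Pregnancy zone protein (MSTRG.23773), which was traced only with the looser tolerance, had 1.51 (standard error 0.56) and 1.51 (standard error 0.50). Both genes passed the thresholds at both time points, and with T_1h_1 included pregnancy zone protein no longer passed at T_1h. Metalloproteinase inhibitor 1 (MSTRG.23074) had 1.25 (standard error 0.76) and 0.71 (standard error 0.68) and passed at neither, although with median-ratio scaling it passed at both.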

The results were consistent with the findings achieved by RNA-Seq analysis (Table 4). Single peak in the melting curve was detected, suggesting that all PCR products were specifically amplified. The change scales of the 10 gene expressions were also similar in RT-qPCR analysis when compared with those of RNA-Seq, indicating that the RNA-Seq successfully identified the DEGs.

### 2.5. Gene Ontology Analysis of DEGs

The GO functional analysis, including “cellular component”, “molecular function”, and “biological process” involved in tenderization, was evaluated. 

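Among the genes past the thresholds with limma, 46 at T_1h and 361 at T_3h carried at least 1 GO term in the deposited table. Between them they carried 201 different terms at T_1h and 1432 at T_3h. The Ballgown-type test gave 355 terms at T_1h and 484 at T_3h, the ratio of mean FPKM gave 393 at T_1h, and leaving out T_3h_3 gave 2544 at T_3h.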

GO terms were assigned to 328 and 487 DEGs for T_1h and T_3h, respectively (Supplementary Table S4). The top 50 terms of each GO analysis are presented in Figure 2. For T_1h vs CON, 58 DEGs could be annotated into 150 biological process, 71 cellular components, and 107 molecular functions. Similarly, between the libraries of T_3h and CON, 105 DEGs could be annotated into 247 biological process, 103 cellular components, and 137 molecular functions. 

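At T_1h 20 of the GO-annotated genes past the thresholds were higher and 26 lower than in CON, and at T_3h 25 were higher and 336 lower. These splits depended on the fit: 25 were higher and 13 lower at T_1h and 64 higher and 119 lower at T_3h with median-ratio scaling, and 28 higher and 34 lower of 62 at T_1h and 60 higher and 48 lower of 108 at T_3h with the Ballgown-type test. The deposited table gives GO terms without their category, so the terms were not divided into biological process, cellular component and molecular function here.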

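Each GO term with at least 5 tested genes was tested with a one-sided Fisher's exact test over the tested genes, which made 1438 terms. At T_1h 22 terms had an unadjusted p under 0.05 and none an adjusted p under 0.05. At T_3h 162 terms had an unadjusted p under 0.05 and 28 an adjusted p under 0.05. Only 3 remained when the annotated genes alone were the background, a choice made after seeing the data, and cytoplasm was not among them. The term cytoplasm held 8 genes past the thresholds at T_1h, and at T_3h 86 of its 878 tested genes, 8 higher and 78 lower, where 36.4 were expected (adjusted p = 3.29e-10 from Fisher's exact test). Extracellular space held 5 genes at T_1h (0.828 expected; adjusted p = 1 from Fisher's exact test) and 13 of 95 at T_3h, 6 higher and 7 lower (adjusted p = 0.0143 from Fisher's exact test). Proteolysis held no gene at T_1h and 14 of 111 at T_3h, 2 higher and 12 lower (adjusted p = 0.0178 from Fisher's exact test). Oxidation-reduction process held 2 genes at T_1h and 18 of 216 at T_3h, all lower (adjusted p = 0.135 from Fisher's exact test). ATP binding held 6 genes at T_1h and 25 of 403 at T_3h, 4 higher and 21 lower (adjusted p = 0.336 from Fisher's exact test). With the replicate block and all 9 libraries, where same-numbered libraries deviated together at 0.661, 76 terms had an adjusted p under 0.05 at T_3h; cytoplasm held 127 genes, extracellular space 22, proteolysis 17, oxidation-reduction process 26 and ATP binding 38. In the Ballgown-type test cytoplasm held 15 genes at T_3h, 9 higher and 6 lower, where 13.5 were expected. In that test extracellular space held 7, 6 higher and 1 lower, and proteolysis 6, 3 higher and 3 lower. ATP binding held 13, 10 higher and 3 lower, and oxidation-reduction process 5, 1 higher and 4 lower. None of these terms had an adjusted p under 0.05 in it. With median-ratio scaling 2 terms had an adjusted p under 0.05 at T_3h.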

With respect to the two comparisons, the terms “oxidation–reduction process” and “proteolysis” both consisted more enriched DEGs in the “biological process” category, and the terms “cytoplasm” and “extracellular space” consisted more enriched DEGs in the “cellular components” category, while the term “ATP binding” comprised the most enriched DEGs in the “molecular function” category.

### 2.6. Pathway Enrichment Analysis of DEGs

To further understand the biochemical pathways involved in tenderization, enrichment analysis of DEGs was performed as demonstrated in Supplementary Table S5. The top 20 KEGG enrichment results are displayed in Figure 3. 

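The genes past the thresholds that carried a KEGG pathway numbered 29 at T_1h, in 45 pathways, and 250 at T_3h, in 150 pathways. Of 236 pathways tested with the one-sided Fisher's exact test, 4 at T_1h and 40 at T_3h had an unadjusted p under 0.05. After adjustment 0 at T_1h and 14 at T_3h were under 0.05. The count at T_3h was 29 with the replicate block and all 9 libraries, where same-numbered libraries deviated together at 0.661. It was 5 with median-ratio scaling, 8 with upper-quartile scaling and 1 with the annotated genes as background.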

The DEGs from the two comparisons were mapped onto 54 and 69 pathways in the KEGG database, respectively, in which three and thirteen pathways were found to be enriched significantly (*p* < 0.05). In T_1h vs. CON, eleven enriched pathways were related to metabolism and three enriched pathways involving tight junction, focal adhesion, and regulation of actin cytoskeleton were related to cellular processes. Moreover, two immune-related pathways, including the hypoxia inducible factor-1 (HIF-1) signaling pathway and the Ras-proximate-1 (Rap1) signaling pathway, were also involved. 

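At T_1h tight junction held 2 of 33 tested genes past the thresholds (unadjusted p = 0.0335 from Fisher's exact test). Focal adhesion and regulation of actin cytoskeleton held 1 gene each. None of these pathways had an adjusted p under 1.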

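The HIF-1 signaling pathway held 1 gene past the thresholds among its 8 tested genes at T_1h, and the Rap1 signaling pathway held 0 of 13. Neither pathway had an adjusted p under 1, and neither had more genes past the thresholds at T_3h.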

In the comparison of T_3h vs CON, nine enriched pathways were related to metabolism, mainly involving nitrogen, glutathione, arginine, and proline metabolism. In addition, the most representative pathways incorporated notch the signaling pathway, antigen processing, and presentation, as well as Fc gamma R-mediated phagocytosis related to immune reaction.

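At T_3h nitrogen metabolism held 3 of 7 tested genes past the thresholds, all lower than in CON (adjusted p = 0.0379 from Fisher's exact test). Glutathione metabolism held 7 of 39, all lower (adjusted p = 0.0248 from Fisher's exact test). Arginine and proline metabolism held 6 of 49, 3 higher and 3 lower, and was not under 0.05 after adjustment (adjusted p = 0.134 from Fisher's exact test). Other fits were chosen for the pathways after seeing the data. With the Ballgown-type test nitrogen metabolism held 3, all lower (adjusted p = 0.014 from Fisher's exact test). Glutathione metabolism then held 3, 2 higher and 1 lower (adjusted p = 0.325 from Fisher's exact test). The block with all 9 libraries left nitrogen and glutathione metabolism under 0.05 after adjustment, and the annotated background left neither.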

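At T_3h the Notch signaling pathway held 9 of 35 tested genes past the thresholds, all lower than in CON (adjusted p = 0.000736 from Fisher's exact test). It held 5 with median-ratio scaling, 3 with the Ballgown-type test and 13 with the replicate block and all 9 libraries. Of these alternatives and the annotated background, chosen for the terms after seeing the data, only the block with all 9 libraries left its adjusted p under 0.05. Antigen processing and presentation held 1 of 8 (adjusted p = 0.699 from Fisher's exact test). The lysosome pathway, picked out after seeing the results, held 20 of its 104 tested genes, all lower, where 4.31 were expected (adjusted p = 2.16e-06 from Fisher's exact test); with median-ratio scaling it held 6 and its adjusted p was 0.716.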

## 3. Discussion

In this study, the first transcript analysis of mRNA expression levels was performed using cDNA libraries from AJBW during tenderization process using Illumina Hiseq 4000. Nearly five million valid reads sequenced in each library reached saturation as previously reported [29]. Through the analysis of the DEGs, we acquired a broad understanding of genes involved in the AJBW during tenderization. We found 631 DEGs in T_1h vs. CON and 750 DEGs in T_3h vs. CON. Thousands of variations in the transcription of genes occurred during tenderization. A number of genes related to oxidative stress response, immune response, apoptosis process, cytoskeleton, and ECM varied in terms of their expression levels during tenderization (Table 3). These results will be beneficial in future investigations of the molecular mechanism associated with tenderization in AJBW. Moreover, based on GO (functions) and KEGG (pathways) analyses, the function of DEGs during *A. japonicus* tenderization was enriched. The analyses showed that multiple GO terms and KEGG pathways were involved in proteolysis, oxidation–reduction process, metabolism, and immune reaction.

### 3.1. Genes of Endogenous Protease

In previous studies, cathepsin L and collagenase have been purified and characterized from the body wall of sea cucumber [30,31]. In addition, the gelatinolytic metalloproteinase (GMP) and cysteine protease were found to degrade the collagen protein [25,32]. In this study, we found that the genes of 72 kDa type IV collagenase and matrix metalloproteinase 16 precursor were significantly upregulated in T_1h and T_3h (Table 3). 

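The gene for the type IV collagenase, MMP-2, is MSTRG.29492 in the deposited table, on the predicted gene AJAP12470. Its FPKM was 9.16 ± 4.17 (SD, n = 3) in CON, 41.8 ± 2.45 (SD, n = 2) in T_1h and 51.3 ± 15.6 (SD, n = 3) in T_3h. Its log2 fold change was 2.15 (standard error 0.47, adjusted p = 1 from limma) at T_1h and 2.39 (standard error 0.42, adjusted p = 0.626 from limma) at T_3h. In T_1h_1 its FPKM was 23.3, and with that library included the change at T_1h was 1.88. The lowest FPKM after 37 °C, in T_1h_1, was above the highest in CON, 13.8. With 1 library left out at a time, the change stayed between 1.90 and 2.46 at T_1h and between 2.15 and 2.71 at T_3h. The gene for MMP-16 precursor, MSTRG.5484, had an FPKM of 46.8 ± 12.1 (SD, n = 3) in CON, 129 ± 29.4 (SD, n = 2) in T_1h and 104 ± 45.5 (SD, n = 3) in T_3h. Its log2 fold change was 1.46 (standard error 0.45, adjusted p = 1 from limma) at T_1h and 1.07 (standard error 0.41, adjusted p = 0.777 from limma) at T_3h, and it passed the thresholds at both. In T_1h_1 its FPKM was 49.2, below the highest CON library at 60.6, and with T_1h_1 included it passed at neither time point. With 1 library left out at a time, its change lay between 1.22 and 1.69 at T_1h and between 0.74 and 1.27 at T_3h. Both genes were higher than in the same-numbered CON library in 3 of 3 pairs at each time. With the replicate block and all 9 libraries, where same-numbered libraries deviated together at 0.661, both passed at both times, and their adjusted p-values at T_3h were 0.0962 and 0.170. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1.

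**Figure D3:**
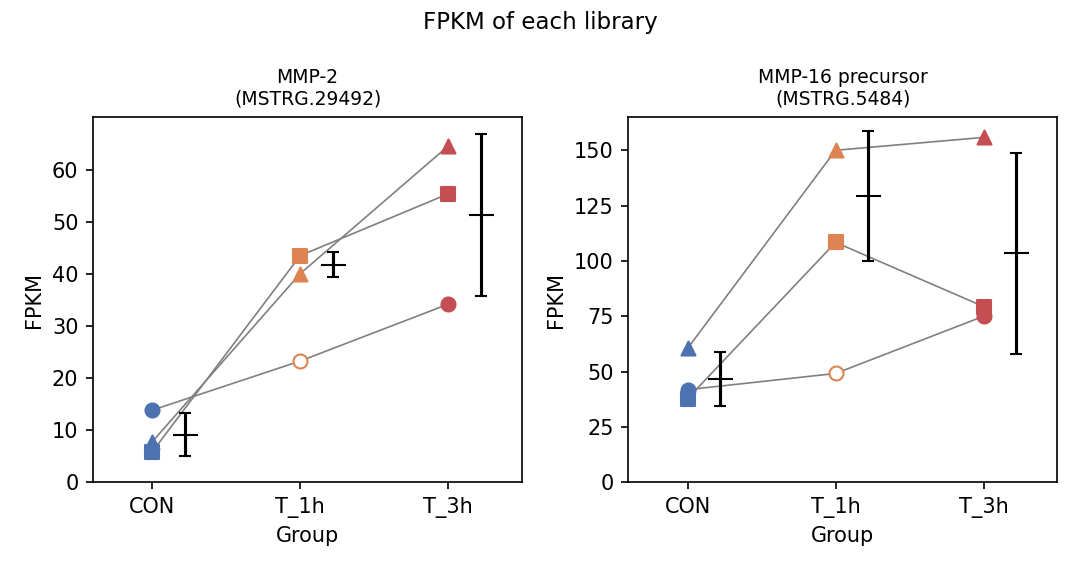
FPKM of MMP-2 and MMP-16 precursor in each of the 9 libraries; circles, squares and triangles are replicates 1, 2 and 3, joined by lines, the open circle is T_1h_1, and the bars give the mean and SD of each group without T_1h_1. MMP-2 lies between 5.86 and 13.8 in CON and between 34.2 and 64.5 in T_3h.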

The 72 kDa type IV collagenase, also known as 72 kDa gelatinase or matrix metalloproteinase-2 (MMP-2), is an ubiquitous metalloproteinase that could degrade collagens (I, IV, V, VII, X, XI, and XIV), gelatin, elastin, fibronectin, aggrecan, and other ECM proteins [27]. Matrix metalloproteinase-16 (MMP-16), also called MT3-MMP, can degrade various components of the ECM, such as collagen type III, gelatin, casein, and fibronectin. The AJBW dermis is a typical catch connective tissue (or called mutable collagenous tissue) that contains a large amount of ECM consisting mainly of collagen fibrils, proteoglycans and microfibrils [33]. Approximately 70% of the total body wall protein was insoluble collagen fibers and the collagen protein belonged to collagen type I formed by (α1)_2_α2 [34]. The noncollagenous protein from the body wall of sea cucumber contains glycoprotein (400 kDa) as the main component exhibiting structural similarity to fibronectins from other vertebrate and invertebrate animals [35]. 

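Of the genes described as matrix metalloproteinases, 17 were tested, and MMP-2 and MMP-16 precursor were the only ones of these that were higher and past the thresholds at T_1h or T_3h. With median-ratio scaling a further gene was higher and past them at T_3h. Other members fell. MSTRG.45005, described as MMP-16 precursor, fell by 1.10 on the log2 scale at T_1h, had a log2 fold change of -2.08 at T_3h, and passed as lower at both, but not at T_1h with T_1h_1 included or with median-ratio scaling. MSTRG.25325, also described as MMP-16, fell by 1.10 on the log2 scale and MSTRG.9641, described as interstitial collagenase and as MMP-14-like, had -1.22 at T_3h, and both passed as lower; with median-ratio scaling they had -0.86 and -0.83 and no longer passed. MSTRG.34270 and MSTRG.46832, described as type IV collagenase, had -0.77 and 0.53 at T_3h and passed at neither time. Of 15 tested genes with the GO term for cysteine-type endopeptidase activity, 5 passed the thresholds at T_3h, all of them lower (adjusted p = 0.0194 from Fisher's exact test). With upper-quartile scaling and with the Ballgown-type test, chosen for the terms after seeing the data, no GO term had an adjusted p under 0.05 at T_3h.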

With respect to the results obtained, we inferred that MMP-2 and MMP-16 were the main endogenous proteases that facilitated the tenderization process by degrading the ECM of the AJBW. Moreover, the processes of oxidative stress, immune response, apoptosis and reorganization of cytoskeleton and ECM were involved during tenderization in AJBW, which might be attributed to activation of MMPs. This is inconsistent with previous studies that also concluded that MMP gene expression may be modulated in both physiological and pathophysiological events [36].

### 3.2. Genes Associated with Oxidative Stress Response

Numerous studies on marine animals, such as coral [37], pacific oyster [38], and marine snail [39], have reported that exposure to thermal stress can induce reactive oxygen species (ROS) accumulation following antioxidant defense mechanism. 

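Glutathione peroxidase of Table 3, traced to MSTRG.1641, which has no description, had a log2 fold change of 0.84 (standard error 0.41) at T_1h and 1.59 (standard error 0.37, adjusted p = 0.626 from limma) at T_3h, where it passed the thresholds; with median-ratio scaling it passed at T_1h too. The 3 genes described as glutathione peroxidase had a median of 0.14 at T_3h (-0.76 to 0.21), and none passed at either time. Glutathione S-transferase theta (MSTRG.46833) had 0.79 (standard error 0.60) and 0.84 (standard error 0.54) and passed at neither, although with median-ratio scaling it passed at T_3h. Microsomal glutathione S-transferase 1 (MSTRG.39209) had -0.67 at T_1h and -1.58 (standard error 0.44) at T_3h and passed as lower at T_3h. Catalase (MSTRG.11430) had -0.22 and -1.17, and copper/zinc superoxide dismutase (MSTRG.2916) had -0.91 and -1.20. Both passed as lower at T_3h, and neither passed with median-ratio scaling, where they had -0.67 and -0.69. Manganese superoxide dismutase (MSTRG.2870) had -0.61 at T_3h. A further superoxide dismutase (MSTRG.13674) had -0.19 as deposited, and its direction turned with median-ratio scaling (0.30). Of 23 tested genes described as glutathione S-transferase, 3 were higher and 20 lower at T_3h with FPKM as deposited, against 11 higher and 12 lower with either scaling; 4 passed as lower and 0 as higher, and with median-ratio and upper-quartile scaling 4 and 3 passed as lower.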

In our study, oxidant response genes, such as glutathione S-transferase (GST) and glutathione peroxidase (GPx), showed significant upregulated patterns (Table 3), and superoxide dismutase, catalase, and microsomal GST decreased in AJBW during the heating period of 3 h. Similarly, we previously detected two times increment in signal intensity of ROS-derived radicals in T_1h vs CON [40]. Previous studies reported that the transcripts and activities of the antioxidant enzymes could be altered differently by temperature gradients combined with exposure periods [41,42,43]. Moreover, oxidative stress could induce apoptosis [44], autophagy [45], and the immune response [46] by stimulating various types of cascade reactions, besides regulating collagen synthesis and MMPs activities [47]. Our results indicated that the response to oxidative stress induced by heat stress was essential in AJBW during tenderization.

### 3.3. Genes Associated with Immune Response

Innate immune system is the primary immune system for invertebrates due to the lack of acquired or adaptive immune system to defense against the pathogens [48]. As mentioned before, MMPs could be regulated by some cytokines (IL-1β) and transforming growth factor-β1 (TGF-β1) [27], in addition to some specific MMPs that can control chemokine activity [49]. This suggested that immune response could have been stimulated in AJBW during tenderization.

The superfamily of fibrinogen-related proteins (FREPs), such as fibrinogen-like protein, tenascin, ficolin, angiopoietin, and hepassocin, have been reported to play vital roles in innate immune responses [50] and regeneration [51] in invertebrates. Previous studies have also demonstrated that FREP A is widely distributed in the body wall, intestines, longitudinal muscles and respiratory channel of *A. japonicus* [52]. In our study, we found that the genes of FREP A and fibrinogen C domain-containing protein 1 were upregulated, and the genes of ficolin-2 and tenascin-N were downregulated in AJBW during tenderization. 

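Fibrinogen-like protein A (MSTRG.9464) had a log2 fold change of 1.81 (standard error 0.43) at T_1h and 1.43 (standard error 0.39) at T_3h, passed the thresholds at both, and had an FPKM of 10.6 in T_1h_1 against 4.74, 7.92 and 8.38 in CON. Fibrinogen C domain-containing protein 1 (MSTRG.14960) had 0.60 (standard error 0.49) and 0.64 (standard error 0.44) and passed at neither. Ficolin-2 (MSTRG.31399) had -1.44 (standard error 0.61) and -2.43 (standard error 0.55) and passed as lower at both, but with T_1h_1 included, or with median-ratio scaling, it did not pass at T_1h. Tenascin-N (MSTRG.40915) had -1.55 (standard error 1.01) at T_1h and 0.68 (standard error 0.90) at T_3h, and passed at neither. Its FPKM ranged from 0.362 to 18.3 within T_3h. Of 53 tested genes described as fibrinogen-like protein A, 15 were higher and 38 lower at T_3h as deposited, 26 were higher and 27 lower with median-ratio scaling, and 28 were higher and 25 lower with upper-quartile scaling.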

FREPs are supposed to exhibit ‘antibody-like’ properties in biological mechanisms of recognition and binding of invading pathogens in marine animals like shrimps [53], mussels [54], and marine snails [55]. The roles of FREPs in AJBW during tenderization remain unclear and further investigations are required to reveal their function.

In invertebrates, the complement system is an innate immune response that attacks the surfaces of foreign cells [56]. It consists of three complement pathways such as classical, alternative and lectin pathways. C3 genes have been involved in the three pathways, and Bf genes, that can activate C3, have been involved in the alternative pathway [57]. In our results, the genes of C3, Bf, and Bf-2 were upregulated in T_1h vs. CON and T_3h vs CON. 

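C3 (MSTRG.13902) had a log2 fold change of 2.84 (standard error 0.79) at T_1h and 2.10 (standard error 0.71, adjusted p = 0.738 from limma) at T_3h, and passed the thresholds at both. Its FPKM was 6.55, 12.2 and 23.8 in CON_1 to CON_3 and 17.3 in T_1h_1, and with T_1h_1 included it still passed at T_1h, with 2.04. A second gene described as C3 (MSTRG.13921) had 1.34 and 1.36 and also passed at both, but not at T_1h with T_1h_1 included. Bf (MSTRG.2825) had 1.94 (standard error 0.67) at T_1h, where it passed, and 1.31 (standard error 0.60) at T_3h. With T_1h_1 included, in which its FPKM was 13.0, it no longer passed at T_1h. Bf-2 (MSTRG.3521) had 1.41 (standard error 0.76) and 1.03 (standard error 0.68) and passed at neither. With median-ratio scaling both Bf and Bf-2 passed at both time points. With the replicate block both passed at T_3h. All 3 of C3, Bf and Bf-2 were higher than the same-numbered CON library in 3 of 3 pairs at both times, and the T_3h libraries of C3 lay above its CON libraries, while those of Bf and Bf-2 overlapped with CON.

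**Figure D4:**
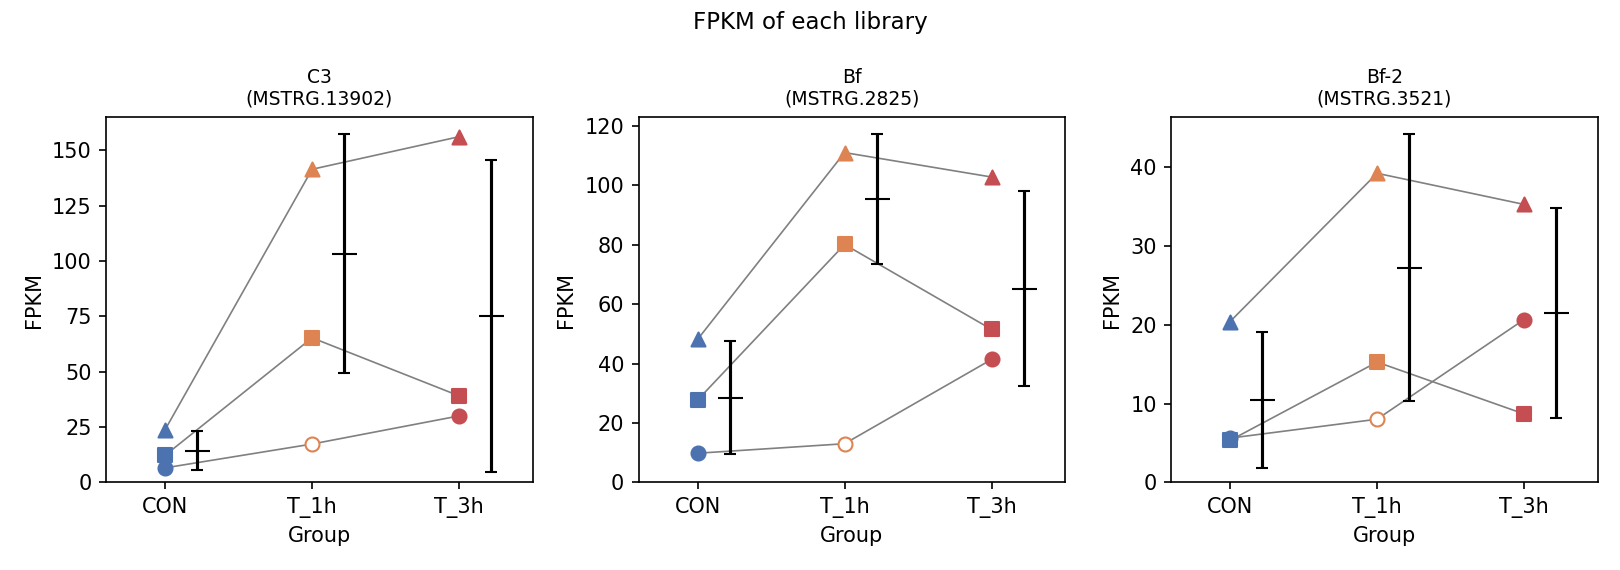
FPKM of C3, Bf and Bf-2 in each of the 9 libraries; circles, squares and triangles are replicates 1, 2 and 3, joined by lines, the open circle is T_1h_1, and the bars give the mean and SD of each group without T_1h_1. C3 reaches 156 in T_3h_3 and 30.0 in T_3h_1.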

Some previous studies also reported C3-2 could be triggered in *A. japonicus* by LPS challenge [58] or *Vibrio splendidus* [59]. However, we could not identify this gene in our transcript libraries. Similarly, an important component of the lectin complement pathway—mannose-binding lectin (MBL)—was also not identified. However, lactose-binding lectins (LBL) and mannan-binding lectin serine protease (MASP) were found to be upregulated in tenderized AJBW (Table 3). It is not known that whether the LBL (just like MBL or ficolin) would combine with MASP to activate C3, thus, further investigation is required. 

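In the deposited table 7 tested genes are described as complement component 3-2 or a protein like it. At T_1h and at T_3h 6 of them were higher and 1 lower than in CON, with FPKM as deposited and with both scalings. None passed the thresholds in the 8-library fit. At T_1h 1 passed as higher with either scaling, 2 passed with the replicate block, and 1 with the replicate block and all 9 libraries, a fit chosen after seeing the data.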

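The deposited table holds a gene described as mannose-binding lectin, MSTRG.46303. It is listed at 0 in 8 libraries and at 0.303 FPKM in T_1h_3.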

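The mannan-binding lectin serine protease (MSTRG.17062) had a log2 fold change of 1.29 (standard error 0.39) at T_1h and 1.30 (standard error 0.35) at T_3h and passed the thresholds at both. Its FPKM in T_1h_1 was 44.3, and with that library included it did not pass at T_1h. The lactose-binding lectin of Table 3 (MSTRG.26470) had 1.47 (standard error 0.50) at T_1h, where it passed, and 0.98 (standard error 0.45) at T_3h, where it did not. In T_1h_1 its FPKM was 24.9, and with that library included it passed at neither. With median-ratio scaling it passed at both. Its description is a hypothetical protein. The 1 gene described as a lactose-binding lectin, MSTRG.6540, fell, with -0.77 at T_1h and -0.85 at T_3h, and passed at neither.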

Although it is possible that these complement pathways could be stimulated in AJBW during tenderization that would trigger the terminal pathway to generate membrane attack complex (MAC) affecting the permeabilities of biofilms. Besides, it has been demonstrated that MAC can both induce apoptosis leading to tissue damage [60] and clear of apoptotic cells [56], which suggested that the complement system may be related to apoptosis in AJBW during tenderization.

In *A. japonicus*, heat shock proteins (HSPs) as a bioindicator of thermal stress, could act as innate immune agents and stimulate the immune system [61]. They are produced by the cells in response to environmental stress factors such as heat shock [62], osmotic stress [63], and ultraviolet light [64]. In this study, four encode HSP70 mRNA were significantly upregulated during the tenderization process. This is in consistence with other reports on *A. japonicus* [65] and chocolate chip cucumber, *Isostichopus badionotus* [43], in which respective genes were upregulated due to heat stress. 

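The HSP70 gene of Table 3 (MSTRG.38047) had log2 fold changes of 0.74 (standard error 0.58) at T_1h and 1.04 (standard error 0.52) at T_3h. It passed the thresholds at neither time. With median-ratio scaling, and with the replicate block, it passed at T_3h. Its FPKM was 0.999, 3.48 and 5.42 in CON and 6.06, 4.76 and 11.4 in T_3h. Of the 17 tested genes described as HSP70, none passed the thresholds at either time. Of these 11 were higher and 6 lower at T_1h. At T_3h 6 were higher and 11 lower with FPKM as deposited, 11 higher and 6 lower with median-ratio scaling, and 12 higher and 5 lower with upper-quartile scaling. Their log2 fold changes at T_3h lay between -1.34 and 0.36.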

HSP70 had been found to be related to apoptosis [66] and protein degradation [67]. Thus, it can be concluded that the thermal treatment could enhance the expression of HSP70 and was critical to *A. japonicus* during tenderization.

### 3.4. Genes Associated with Apoptosis Process

Cell apoptosis could be induced by thermal treatment in marine animals [37]. Similarly, MMPs could also affect apoptosis [68]. 

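PUF60 (MSTRG.20573) had a log2 fold change of 0.50 (standard error 0.85) at T_1h and -0.27 (standard error 0.76) at T_3h, and the helicase XPB (MSTRG.4135) had 0.19 (standard error 0.75) and 0.13 (standard error 0.67). All 4 changes were smaller than their standard errors, and neither gene passed the thresholds. The direction of PUF60 at T_3h turned with median-ratio scaling (0.20) and with the Ballgown-type test (1.04).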

In our study, based on the GO annotation, two genes encoding apoptosis-related proteins (poly-U-binding factor 60 kDa (PUF60) and TFIIH basal transcription factor complex helicase XPB) were detected and upregulated during tenderization. The first echinoderm PUF60 was identified in gonad, coelomocytes, intestine, respiratory tree, and body wall of sea cucumber *Stichopus monotuberculatus*. Moreover, the overexpressed PUF60 could induce apoptosis [69]. In addition, two antiapoptosis-related genes (Bax inhibitor-1 and Src family kinase 5) were also identified with downregulated expression during tenderization. 

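Bax inhibitor-1 (MSTRG.15219) had an FPKM of 113, 106 and 92.1 in CON and 36.2, 25.0 and 49.0 in T_3h. Its log2 fold change was -0.59 (standard error 0.39) at T_1h and -1.51 (standard error 0.35, adjusted p = 0.626 from limma) at T_3h, where it passed the thresholds, and with median-ratio scaling it was -1.00 at T_3h and just missed them. Src family kinase 5 (MSTRG.9387) had -0.88 (standard error 0.49) at T_1h and -1.70 (standard error 0.44, adjusted p = 0.651 from limma) at T_3h, and passed at T_3h under either scaling. A second gene described as Bax inhibitor-1 (MSTRG.43681) had -0.68 at T_3h and did not pass.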

Bax belongs to the Bcl-2 family that governs the mitochondrial outer membrane permeabilization and performs proapoptotic function. Bax inhibitor-1 is located in endoplasmic reticulum (ER) membranes and protects the cells from ER stress-induced apoptosis [70]. Src family kinase (belonging to family of non-receptor tyrosine kinases) could inhibit cytokines activation and control the cell apoptosis process [71]. The downregulation of these two genes (Bax inhibitor-1 and Src family kinase 5) further indicated that the original antiapoptosis mechanisms were damaged and irreversible apoptosis occurred in the cells of tenderized AJBW. These results were supported by our previous findings about the DNA damage and enhancement of caspase-3 activity in AJBW during tenderization [40].

### 3.5. Genes Associated with Reorganization of Cytoskeleton and ECM

Thermal treatment can affect the ultrastructure of the cell, which has been found in catfish [72], scallops [73], and corals [74]. Genes encoding cytoskeleton-associated proteins, such as myosin, actin, titin, troponin, tropomodulin, and gelsolin, were upregulated during tenderization (Table 3). 

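Of the cytoskeleton genes of Table 3 traced here, the striated muscle myosin heavy chain (MSTRG.24083) had a log2 fold change of 1.94 at T_1h and 1.72 at T_3h, the myosin-2 essential light chain (MSTRG.37164) 1.27 and 2.30, actin isoform 2 (MSTRG.23705) 1.30 and 1.85, and troponin I (MSTRG.18626) 1.40 and 1.62. These 4 genes passed the thresholds as higher at both times. With T_1h_1 included, only the essential light chain of these passed at T_1h. Gelsolin (MSTRG.31004) had 0.94 and 1.55 and passed at T_3h. Tropomodulin (MSTRG.29874) fell, with -0.73 at T_1h and -1.82 (standard error 0.49) at T_3h, and passed as lower at T_3h. A further actin (MSTRG.7224) had -0.29 and -0.75 and passed at neither. Myosin-10 (MSTRG.22120) had 0.19 (standard error 1.23) and -1.58 (standard error 1.10), and unconventional myosin-X (MSTRG.13892) had 0.27 and -0.05. With the Ballgown-type test the changes at T_3h were 0.61 and 1.16.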

Cell volume could be adjusted through manipulation of transporters and cytoskeletal reorganization, which may affect the phagocytic activity [58]. Three genes encoding myosin light chain kinase smooth muscle were upregulated during tenderization, which could have phosphorylated the myosin light chain causing the contractile activity of the smooth muscle [75]. In addition, it has been proved that actin can protect the cells from oxidative stress [76], indicating that the upregulation of actin may build the defense against oxidative damage. 

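The myosin light chain kinase of Table 3 (MSTRG.2945) had a log2 fold change of 1.64 (standard error 0.65) at T_1h and 1.55 (standard error 0.58) at T_3h and passed the thresholds at both. Its FPKM in T_1h_1 was 2.07, against 3.64 in CON_3, and with T_1h_1 included it did not pass at T_1h. The deposited table has 6 other tested genes described as myosin light chain kinase. At T_3h 3 of these were higher and 3 lower, and 4 were higher and 2 lower with either scaling. None of the 6 passed in the 8-library fit, and 1, MSTRG.25860, passed at T_3h with either scaling, with the Ballgown-type test and without CON_3.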

The exposure to thermal treatment also induced expression of genes involved in ECM synthesis and remodeling including α collagen gene and MMP-2, a MMP-16 precursor. 

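Alpha-1 collagen isoform X4 (MSTRG.38727) had a log2 fold change of 1.26 (standard error 0.42) at T_1h and 1.68 (standard error 0.37, adjusted p = 0.626 from limma) at T_3h. Alpha-2 collagen (MSTRG.6004) had 1.66 (standard error 0.49) and 2.02 (standard error 0.44), from an FPKM under 1 in each CON library. Both genes passed the thresholds at both times; with T_1h_1 included, alpha-1 collagen did not pass at T_1h. Collagen alpha-1(V) (MSTRG.29524) had 0.91 and 0.22, and the collagen IV alpha-3-binding protein (MSTRG.42213) had 0.60 and 0.04, and neither passed at either time. Of 36 tested genes described as collagens, 23 were higher at T_1h and 21 at T_3h.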

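The gene traced to the integrin beta-like protein of Table 3, MSTRG.6973, had a log2 fold change of 3.32 (standard error 0.47) at T_1h and 3.06 (standard error 0.42) at T_3h. Its FPKM was 17.2, 28.9 and 34.7 in CON and 109 in T_1h_1, and it passed the thresholds at both times with 8 and with 9 libraries. The gene was traced with the looser tolerance, its description in the deposited table is an uncharacterized protein, and a second assembled gene, MSTRG.6974, lies on the same predicted gene, so its identity and its share of the reads are uncertain. Integrin alpha-4 (MSTRG.22273) had -1.13 (standard error 0.41) at T_3h and passed as lower. Of the 3 genes described as integrin beta, all were higher at T_1h, but only 1 with T_1h_1 included, and all were lower at T_3h, where 1 turned higher with either scaling. At T_3h 1 of the 3 (MSTRG.29715, -1.39) passed as lower, and with median-ratio scaling it did not.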

Besides, integrin β (an important transmembrane receptor in immune systems) was also upregulated (Table 3). The integrin signaling can regulate ECM remodeling and control subsequent cell behavior and tissue organization [77]. Thus, it can be suggested that ECM reorganization was induced in AJBW during tenderization.

## 4. Materials and Methods

### 4.1. Animals Materials

Live *A. japonicus* (150 ± 20 g, body weight) were procured from a local aquatic market in Dalian, China. The viscera and heads were removed and each body wall was cut into large pieces and transferred onto the petri plates with three pieces per plate before incubating at 37 °C for 1 h (T_1h) and 3 h (T_3h). This temperature is suitable to activate endogenous enzymes activities. All the body wall chunks, including the incubated and fresh as control samples (CON), were frozen immediately with liquid nitrogen and then stored at −80 °C until RNA extraction. 

### 4.2. mRNA Library Construction and Sequencing

Total RNA was extracted from nine samples (three biological replicates each of CON, T_1h and T_3h) using miRNeasy minikit (Qiagen, Duesseldorf, Germany) following the manufacturer’s instructions. The quantity and purity of the total RNA were determined using Bioanalyzer 2100 and RNA 6000 Nano Lab Chip Kit (Agilent, Santa Clara, CA, USA) with RIN > 7. Approximately 10 μg of total RNA was used for transcriptome cDNA library construction using mRNA Seq sample preparation kit (Illumina, San Diego, CA, USA). The average insert size for the paired-end libraries was 300 bp (±50 bp). Then we performed the paired-end sequencing on an Illumina Hiseq 4000 (LC Sciences, Houston, TX, USA) following the manufacturer’s recommended protocol and generated a total of million paired-end reads of 150 bp length. Prior to assembly, the low quality reads (reads containing sequencing adaptors; reads containing sequencing primer; and nucleotides with *q* quality score < 20) were removed. The raw sequence data have been submitted to the NCBI Short Read Archive [78] under accession code GSE123077.

### 4.3. RNA-seq Reads Mapping and DEG Testing

We aligned the reads of CON, T_1h and T_3h with *A. japonicus* reference genome [28] using HISAT package that initially removes a portion of the reads based on quality information accompanying each read and then maps the reads to the reference genome. The mapped reads were assembled using StringTie and merged to reconstruct a comprehensive transcriptome using perl scripts. Later, the expression levels of all transcripts were estimated using StringTie and Ballgown gene expression levels were calculated according to FPKM (Fragments Per Kilobase of exon model per Million mapped reads). The DEGs were selected with log2 (fold change) >1 or log2 (fold change) < −1 with statistical significance (*p* < 0.05) using R package—Ballgown. The genes were searched using Nr, SwissProt protein database, and Pfam database with E value ≤ 10^−5^. To further identify the functional classifications, all the genes were mapped to the GO database [79] and KEGG resource [80] with a corrected *p*-value ≤ 0.05 and a *Q* ≤ 0.05, respectively.

### 4.4. RT-qPCR Validation

To validate the RNA-seq results, 10 DEGs were employed on the qPCR software (version 3.0, qTOWER 2.2, Janalytik Jena, Jena, Germany). Total RNA was isolated from three individuals in each stage (CON, T_1h and T_3h) and was reverse-transcribed into cDNA templates using the PrimeScript™ RT reagent Kit with gDNA Eraser (TaKaRa, Otsu, Japan) according to the manufacturer’s instructions. The reaction condition consists of two steps: 37 °C for 15 min and then 85 °C for 5 s. The primer pairs for the selected DEGs are listed in Supplementary Table S6. Amplification of cytochrome b (Cyt b) gene was selected as the reference gene [61]. Each sample run was carried out in triplicate, along with Cyt b. The RT-qPCR amplification was performed in a volume of 20 μL containing 10 μL of 2× TB Green Premix Ex Taq™ II, 2 μL of cDNA template, 1 μL each of forward and reverse primers (10 μM), and 6 μL deionized water using TB Green^TM^ Premix Ex Taq™ II Kit (Tli RNase H Plus, TaKaRa, Otsu, Japan) according to the manufacturer’s instructions with slight modification. The PCR conditions were 95 °C for 30 s, 40 cycles (heating at 95 °C for 5 s and annealing at 60 °C for 30 s), 95 °C for 30 s, 60 °C for 30 s, and 95 °C for 15 s. The 2^−ΔΔCT^ method was used to analyze the comparative expression levels. Statistical analysis was performed using SPSS 16.0 software (IBM Corp., Armonk, NY, USA) with the test conducted as a two-tailed Independent Samples *t*-test and a significance level of *p* < 0.05.

## 5. Conclusions

In this study, we used RNA-seq to identify the various DEGs in the tenderized AJBW and found that the genes of MMP-2 and MMP-16 were significantly upregulated which could efficiently explain the changes in tenderness in AJBW during 37 °C treatment. Moreover, the results suggested that the tenderization is a complex process that involved oxidative stress, immune response, autolysis, and reorganization of the cytoskeleton and ECM. These specific relationships of the regulatory mechanisms and endogenous protease activation warrant further investigations that can help to further improve the thermal processes required to maintain the high quality of *A. japonicus*.

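None of the 39 traced genes of Tables 3 and 4 differed between T_3h and T_1h with an adjusted p under 0.05 (the smallest was 0.621); 2 of them had an unadjusted p under 0.05. With the replicate block and all 9 libraries, a fit chosen after seeing the data, 10 had an unadjusted p under 0.05. With median-ratio scaling also added, 17 had one. The smallest adjusted p ranged from 0.0698 to 0.849 over the other fits. From the higher expression of MMP-2 and MMP-16 in T_1h and T_3h, and the substrates known for these enzymes, the paper reasons that they degrade the ECM during tenderization. The paper also measured both genes by RT-qPCR. From the genes of Table 3 and the enriched terms, it proposes that oxidative stress, immune response, apoptosis and reorganization of the cytoskeleton and ECM take part. For oxidative stress and apoptosis it also cites its earlier findings on ROS-derived radicals, DNA damage and caspase-3 activity.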

## Figures and Tables

**Figure 1:**
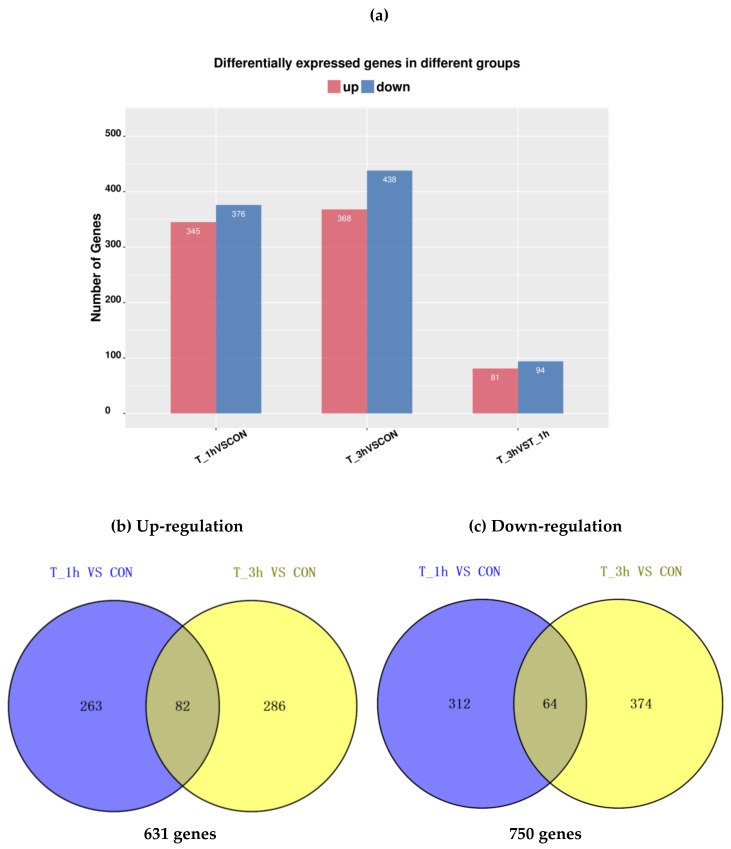
(**a**) The differentially-expressed genes (DEGs) of AJBW during tenderization. (**b**) Upregulated genes of T_1h and T_3h compared to CON. (**c**) Downregulated genes of T_1h and T_3h compared to CON.

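Among the genes past the thresholds with groups that did not overlap and a mean FPKM of at least 1, the largest falls at T_1h were those of MSTRG.6974 (-4.41) and MSTRG.25646 (-3.59). Both are listed at 0 in T_1h_2 and T_1h_3, but at 11.8 and 14.5 FPKM in T_1h_1. The largest rises at T_1h were those of MSTRG.22399 (3.64, standard error 1.18) and MSTRG.16768 (3.64, standard error 1.45). At T_3h the largest falls were those of MSTRG.22489 (-4.31), which is described as natterin-3-like, and MSTRG.25344 (-4.08, standard error 0.39, adjusted p = 0.207 from limma). Its adjusted p was under 0.05 with the replicate block and all 9 libraries, a fit chosen after seeing the data. MSTRG.25344 had an FPKM of 26.1, 32.0 and 26.6 in CON and 0.410 to 1.44 in T_3h. The largest rises at T_3h were those of MSTRG.6973 and MSTRG.22399.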

**Figure 2:**
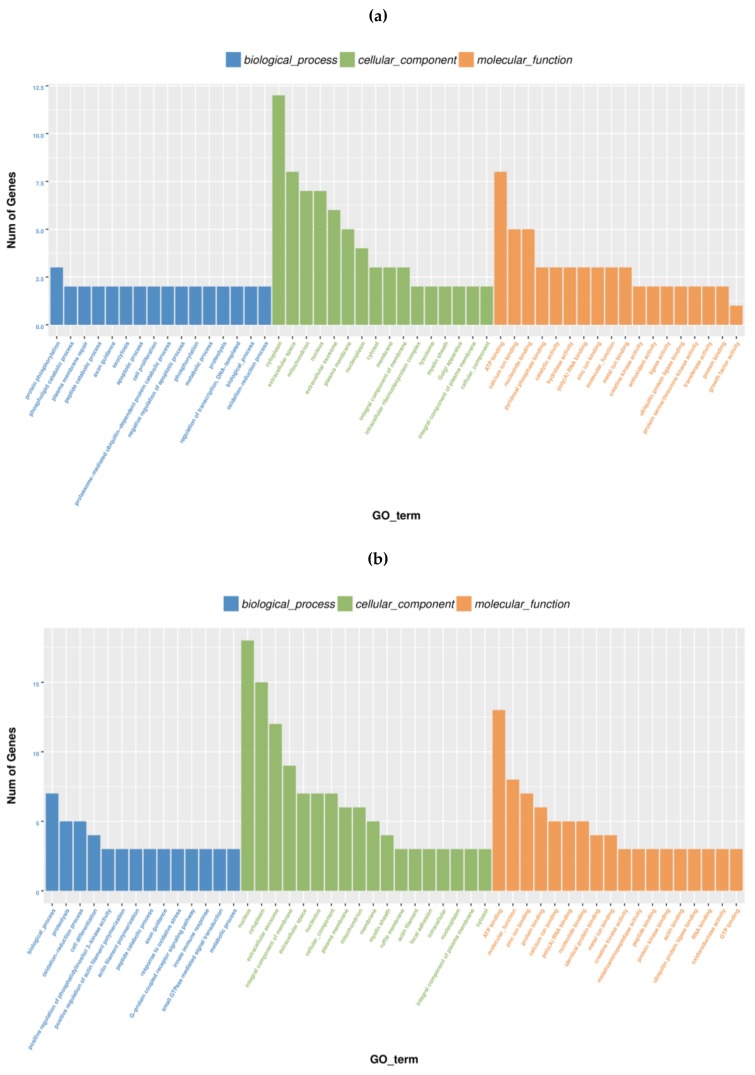
Distribution of gene ontology (GO) terms of DEGs during tenderization. The number of genes with GO-terms in the categories “Molecular function”, “Biological Process”, and “Cellular component” are shown. (**a**) GO functional classification of DEGs in T_1h vs. CON. (**b**) GO functional classification of DEGs in T_3h vs. CON.

**Figure 3:**
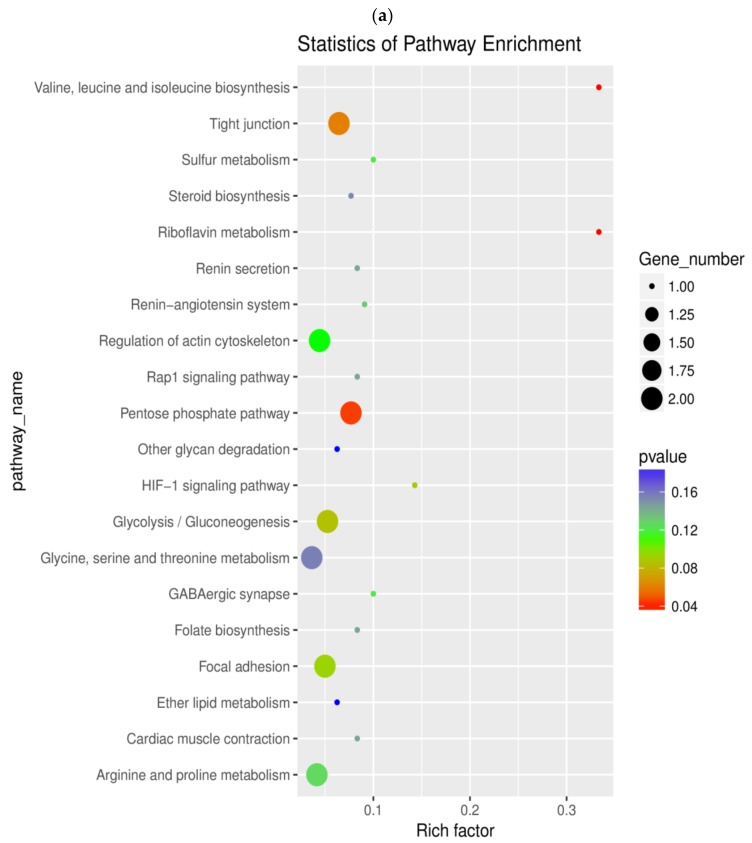

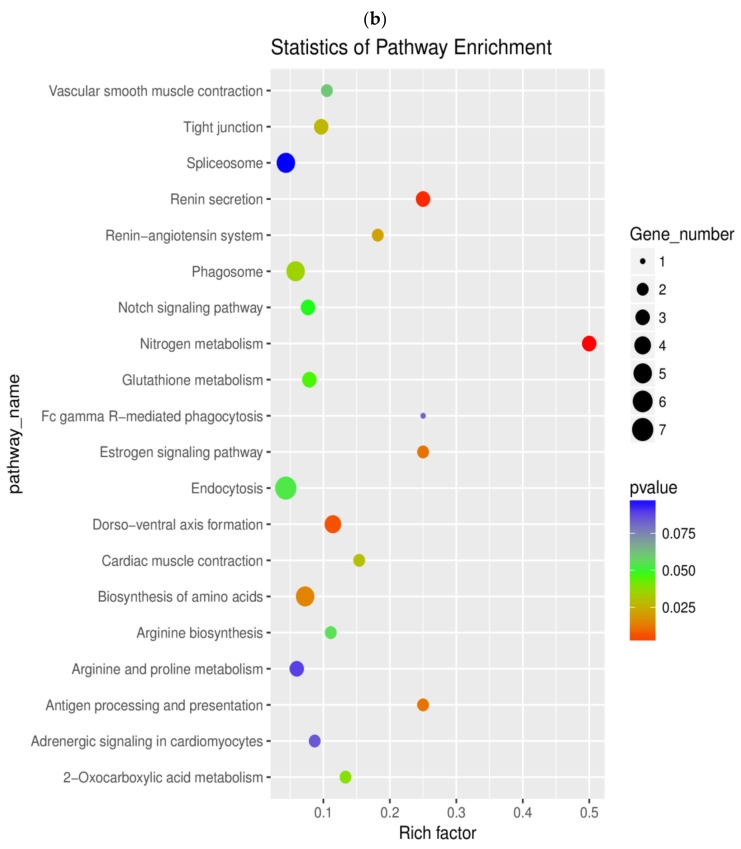
Scatterplot of the top 20 enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Rich factor represents the ratio of the number of DEGs and the number of all genes in the pathways. (**a**) KEGG pathway enrichment of DEGs in T_1h vs. CON. (**b**) KEGG pathway enrichment of DEGs in T_3h vs. CON.

**Table 1:** Characteristics of the reads from nine different grade follicle libraries in *A. japonicus* body wall (AJBW).

Sample	Raw Data		Clean Data		Valid Ratio %	Q20 %	Q30 %	GC Content %
	Read	Base	Read	Base	Read			
CON_1	53397180	8.01G	52327150	7.85G	98.00	99.40	93.73	42
CON_2	54956050	8.24G	53785462	8.07G	97.87	99.57	94.67	41
CON_3	58609160	8.79G	57471652	8.62G	98.06	99.25	92.29	40
T_1h_1	48381506	7.26G	47514898	7.13G	98.21	99.57	94.62	43
T_1h_2	56821096	8.52G	55435722	8.32G	97.56	99.02	91.34	41
T_1h_3	55081090	8.26G	53965518	8.09G	97.97	99.38	93.39	42
T_3h_1	50974702	7.65G	50010072	7.50G	98.11	99.20	92.92	41
T_3h_2	56378238	8.46G	54928996	8.24G	97.43	99.42	94.27	42
T_3h_3	51550962	7.73G	50534502	7.58G	98.03	99.38	92.95	43

Q20, base sequencing error probability <1%; Q30, base sequencing error probability <0.1%.

**Table 2:** Summary of RNA-seq alignment.

Sample	Valid Reads	Mapped Reads	Unique Mapped Reads	Multimapped Reads
CON_1	52327150	40400777(77.21%)	22317749(42.65%)	18083028(34.56%)
CON_2	53785462	40377886(75.07%)	23759345(44.17%)	16618541(30.90%)
CON_3	57471652	41429455(72.09%)	24918806(43.36%)	16510649(28.73%)
T_1h_1	47514898	33468336(70.44%)	18785041(39.54%)	14683295(30.90%)
T_1h_2	55435722	41648386(75.13%)	23013370(41.51%)	18635016(33.62%)
T_1h_3	53965518	40764443(75.54%)	24024127(44.52%)	16740316(31.02%)
T_3h_1	50010072	38674656(77.33%)	16814094(33.62%)	21860562(43.71%)
T_3h_2	54928996	45056381(82.03%)	22811470(41.53%)	22244911(40.50%)
T_3h_3	50534502	36913545(73.05%)	22295211(44.12%)	14618334(28.93%)

**Table 3:** Special types of the main DEGs in AJBW during tenderization.

Gene ID	Gene Name	T_1h vs. CON		T_3h vs. CON	
		**log2(fc)**	***p***	**log2 (fc)**	***p***
*Endogenous Protease*					
MSTRG.28936	72 kDa type IV collagenase	**1.92**	**0.03**	**2.22**	**0.03**
MSTRG.5390	MMP 16 precursor	**1.57**	**0.04**	**1.50**	**0.03**
*Oxidative Stress Response*					
MSTRG.45929	Glutathione S-transferase theta-1-like	**1.20**	**0.04**	**1.68**	**0.01**
MSTRG.38457	Microsomal glutathione S-transferase 1	−0.35	0.18	**−0.99**	**0.02**
MSTRG.1616	Glutathione peroxidase	**1.08**	**0.02**	**1.75**	**0.02**
*Immune System Process*					
MSTRG.9314	Fibrinogen-like protein A	**2.00**	**0.00**	**1.57**	**0.04**
MSTRG.14673	Fibrinogen C domain-containing protein 1-like	0.76	0.29	**1.04**	**0.03**
MSTRG.30809	Ficolin-2	−1.51	0.29	**−2.49**	**0.03**
MSTRG.40130	Tenascin-N	**−1.93**	**0.05**	0.93	0.63
MSTRG.13644	Complement component C3	**3.29**	**0.02**	**3.19**	**0.01**
MSTRG.2787	Complement factor B	**2.49**	**0.00**	**2.24**	**0.03**
MSTRG.3468	Complement factor B-2	1.81	0.17	**2.02**	**0.04**
MSTRG.16733	Mannan-binding lectin serine protease 1-like	**1.39**	**0.00**	**1.45**	**0.03**
MSTRG.25958	Lactose-binding lectin l-2-like	**1.58**	**0.03**	1.21	0.16
MSTRG.37300	HSP70	**1.14**	**0.04**	**1.87**	**0.00**
MSTRG.6868	Integrin beta-like protein A	**3.63**	**0.00**	**3.47**	**0.00**
MSTRG.21840	Integrin alpha-4	−0.69	0.14	**−1.50**	**0.05**
*Apoptosis*					
MSTRG.20169	PUF60 isoform X3	**1.20**	**0.04**	1.04	0.19
MSTRG.4067	TFIIH basal transcription factor complex helicase XPB subunit-like	0.67	0.09	**1.33**	**0.02**
MSTRG.14930	Bax inhibitor-1	**−0.65**	**0.02**	**−1.30**	**0.03**
MSTRG.9235	Src family kinase 5	−0.72	0.05	**−1.14**	**0.04**
*Cytoskeleton and ECM associated genes*					
MSTRG.2582	Myosin heavy chain, striated muscle isoform X5	**1.72**	**0.03**	**2.14**	**0.00**
MSTRG.23618	Myosin heavy chain, striated muscle isoform X7	**2.25**	**0.01**	**2.39**	**0.01**
MSTRG.21690	Myosin-10	**1.07**	**0.01**	**0.61**	**0.00**
MSTRG.13638	Unconventional myosin-X	0.65	0.11	1.16	0.03
MSTRG.36459	Myosin-2 essential light chain-like	1.34	0.15	**2.33**	**0.01**
MSTRG.2896	Myosin light chain kinase, smooth muscle	2.03	0.06	**2.35**	**0.01**
MSTRG.23243	Actin isoform 2	1.34	0.11	**1.65**	**0.01**
MSTRG.7111	Actin	−0.40	0.55	**−1.14**	**0.00**
MSTRG.30094	Titin	**2.10**	**0.02**	**3.00**	**0.01**
MSTRG.18253	Troponin I, partial	**1.64**	**0.03**	**1.93**	**0.01**
MSTRG.29309	Tropomodulin-1-like	−0.57	0.13	**−1.10**	**0.04**
MSTRG.30449	Gelsolin-like protein 2	1.23	0.17	**2.04**	**0.00**
MSTRG.37982	Alpha-1 collagen isoform X4	**1.27**	**0.04**	**1.63**	**0.04**
MSTRG.5905	Alpha-2 collagen	**1.75**	**0.03**	**2.48**	**0.01**
MSTRG.28962	Collagen alpha-1(V) chain	**1.33**	**0.00**	1.29	0.15
MSTRG.41401	Collagen IV alpha-3-binding protein-like	**1.38**	**0.04**	1.22	0.21

The significant data is bold (*p* < 0.05). FC, fold change.

**Table 4:** Expression patterns of the 10 mRNAs selected for RT-qPCR validation.

Gene ID	T_1h vs. CON		T_3h vs. CON	
	RNA-Seq	RT-qPCR	RNA-Seq	RT-qPCR
MSTRG.6868	3.63 **	1.75 **	3.47 **	2.69 **
MSTRG.13644	3.29 *	2.95 **	3.19 *	2.03 **
MSTRG.23313	1.97 **	2.26 *	2.04 *	5.55 **
MSTRG.32095	1.94 **	3.05 **	1.77 **	3.51 *
MSTRG.28936	1.92 *	1.55 *	2.22 *	1.26 *
MSTRG.22626	1.84 *	2.15 *	1.87 *	3.47 **
MSTRG.18184	1.67 **	2.14 **	1.38 *	4.71 **
MSTRG.5390	1.57 *	1.23 *	1.50 *	2.01 *
MSTRG.16733	1.39 **	1.67 *	1.45 *	2.31 **
MSTRG.37982	1.27 *	2.00 *	1.63 *	9.68 **

* *p* < 0.05; ** *p* < 0.01.

## Supplementary Materials

Supplementary materials can be found available online.

## Abbreviations

AJBW	*Apostichopus japonicus* body wall
Cyt b	Cytochrome b
DEGs	differential expression genes
ECM	extracellular matrix
ER	endoplasmic reticulum
FPKMs	Fragments Per Kilobase of exon model per Million mapped reads
FREPs	fibrinogen-related proteins
Gb	giga bases
GMP	gelatinolytic metalloproteinase
GO	Gene Ontology
GPx	glutathione peroxidase
GST	glutathione S-transferase
HIF-1	hypoxia inducible factor-1
HISAT	Hierarchical Indexing for Spliced Alignment of Transcripts
HSPs	heat shock proteins
IL-1	interleukin-1
KEGG	Kyoto Encyclopedia of Genes and Genomes
LBLLPS	lactose-binding lectinslipopolysaccharide
MAC	membrane attack complex
MASP	mannan-binding lectin serine protease
MBL	mannose-binding lectin
MMP	matrix metalloproteinase
Nr	nonredundant protein sequences
PUF60	poly-U-binding factor 60 kDa
RT-qPCR	quantitative Real-time Polymerase Chain Reaction
Rap-1	Ras-proximate-1
ROS	reactive oxygen species
TGF-β1	transforming growth factor-1
TNF	tumor necrosis factor

## References

[1] Wu H.T., Li D.M., Zhu B.W., Sun J.J., Zheng J., Wang F.L., Konno K., Jiang X. (2013). Proteolysis of noncollagenous proteins in sea cucumber, *Stichopus japonicus*, body wall: Characterisation and the effects of cysteine protease inhibitors. Food Chem..

[2] Bureau of Fisheries in Ministry of Agriculture (2017). China Fishery Statistical Yearbook.

[3] Qi H., Fu H., Dong X., Feng D., Li N., Wen C., Nakamura Y., Zhu B. (2016). Apoptosis induction is involved in UVA-induced autolysis in sea cucumber *Stichopus japonicus*. J. Photochem. Photobiol. B.

[4] Qi H., Dong X.F., Zhao Y.P., Li N., Fu H., Feng D.D., Liu L., Yu C.X. (2016). ROS production in homogenate from the body wall of sea cucumber *Stichopus japonicus* under UVA irradiation: ESR spin-trapping study. Food Chem..

[5] Christensen L., Gunvig A., Torngren M.A., Aaslyng M.D., Knochel S., Christensen M. (2012). Sensory characteristics of meat cooked for prolonged times at low temperature. Meat Sci..

[6] Huang M., Huang F., Xue M., Xu X., Zhou G. (2011). The effect of active caspase-3 on degradation of chicken myofibrillar proteins and structure of myofibrils. Food Chem..

[7] Dong X.P., Li Y., Li Y., Song L., Cheng S.S., Li D.M., Zhu B.W., Zhou D.Y., Tan M.Q. (2016). Combination of NMR and MRI techniques for non-invasive assessment of sea cucumber (*Stichopus japonicas*) tenderization during low-temperature heating process. Food Anal. Methods.

[8] Bi J.R., Li Y., Cheng S.S., Dong X.P., Kamal T., Zhou D.Y., Li D.M., Jiang P.F., Zhu B.W., Tan M.Q. (2016). Changes in body wall of sea cucumber (*Stichopus japonicus*) during a two-step heating process assessed by rheology, LF-NMR, and texture profile analysis. Food Biophys..

[9] Zhong C., Cai Q.F., Liu G.M., Sun L.C., Hara K., SU W.J., Cao M.J. (2012). Purification and characterisation of cathepsin L from the skeletal muscle of blue scad (*Decapterus maruadsi*) and comparison of its role with myofibril-bound serine proteinase in the degradation of myofibrillar proteins. Food Chem..

[10] Wang K.K. (2000). Calpain and caspase: Can you tell the difference?. Trends Neurosci..

[11] Chen L., Feng X.C., Zhang Y.Y., Liu X.B., Zhang W.G., Li C.B., Ullah N., Xu X.L., Zhou G.H. (2015). Effects of ultrasonic processing on caspase-3, calpain expression and myofibrillar structure of chicken during post-mortem ageing. Food Chem..

[12] Dong X.P., Zhu B.W., Sun L.M., Zheng J., Jiang D., Zhou D.Y., Wu H.T., Murata Y. (2011). Changes of collagen in sea cucumber (*Stichopus japonicas*) during cooking. Food Sci. Biotechnol..

[13] Qin L., Bi J.R., Li D.M., Dong M., Zhao Z.Y., Dong X.P., Zhou D.Y., Zhu B.W. (2016). Unfolding/refolding study on collagen from sea cucumber based on 2D fourier transform infrared spectroscopy. Molecules.

[14] Huang F., Huang M., Zhang H., Zhang C., Zhang D., Zhou G. (2016). Changes in apoptotic factors and caspase activation pathways during the postmortem aging of beef muscle. Food Chem..

[15] Wang L.L., Han L., Ma X.L., Yu Q.L., Zhao S.N. (2017). Effect of mitochondrial apoptotic activation through the mitochondrial membrane permeability transition pore on yak meat tenderness during postmortem aging. Food Chem..

[16] Tan M.H., Au K.F., Yablonovitch A.L., Wills A.E., Chuang J., Baker J.C., Wong W.H., Li J.B. (2013). RNA sequencing reveals a diverse and dynamic repertoire of the *Xenopus tropicalis* transcriptome over development. Genome Res..

[17] Sun L., Chen M., Yang H., Wang T., Liu B., Shu C., Gardiner D.M. (2011). Large scale gene expression profiling during intestine and body wall regeneration in the sea cucumber *Apostichopus japonicus*. Comp. Biochem. Physiol. Part D Genom. Proteom..

[18] Li C., Feng W., Qiu L., Xia C., Su X., Jin C., Zhou T., Zeng Y., Li T. (2012). Characterization of skin ulceration syndrome associated microRNAs in sea cucumber *Apostichopus japonicus* by deep sequencing. Fish Shellfish Immunol..

[19] Zhao Y., Yang H., Storey K.B., Chen M. (2014). Differential gene expression in the respiratory tree of the sea cucumber *Apostichopus japonicus* during aestivation. Mar. Genom..

[20] Zhou Z.C., Dong Y., Sun H.J., Yang A.F., Chen Z., Gao S., Jiang J.W., Guan X.Y., Jiang B., Wang B. (2014). Transcriptome sequencing of sea cucumber (*Apostichopus japonicus*) and the identification of gene-associated markers. Mol. Ecol. Resour..

[21] Li Y., Huang J., Liu Z., Zhou Y., Xia B., Wang Y., Kang Y., Wang J. (2017). Transcriptome analysis provides insights into hepatic responses to moderate heat stress in the rainbow trout (*Oncorhynchus mykiss*). Gene.

[22] Shiel B.P., Hall N.E., Cooke I.R., Robinson N.A., Strugnell J.M. (2015). De novo characterisation of the greenlip abalone transcriptome (*Haliotis laevigata*) with a focus on the heat shock protein 70 (HSP70) family. Mar. Biotechnol..

[23] Barshis D.J., Ladner J.T., Oliver T.A., Palumbi S.R. (2014). Lineage-specific transcriptional profiles of *Symbiodinium* spp. unaltered by heat stress in a coral host. Mol. Biol. Evol..

[24] Smolina I., Kollias S., Møller E.F., Lindeque P., Sundaram A.Y.M., Ferandes J.M.O., Hoarau G. (2015). Contrasting transcriptome response to thermal stress in two key zooplankton species, *Calanus finmarchicus* and *C. glacialis*. Mar. Ecol. Prog. Ser..

[25] Liu Y.X., Zhou D.Y., Ma D.D., Liu Z.Q., Liu Y.F., Song L., Dong X.P., Li D.M., Zhu B.W., Konno K. (2017). Effects of endogenous cysteine proteinases on structures of collagen fibres from dermis of sea cucumber (*Stichopus japonicus*). Food Chem..

[26] Sun L.M., Wang T.T., Zhu B.W., Niu H.L., Zhang R., Hou H.M., Zhang G.L., Murata Y. (2013). Effect of matrix metalloproteinase on autolysis of sea cucumber *Stichopus japonicus*. Food Sci. Biotechnol..

[27] Zitka O., Kukacka J., Krizkova S., Huska D., Adam V., Masarik M., Prusa R., Kizek R. (2010). Matrix metalloproteinases. Curr. Med. Chem..

[28] The Sea Cucumber *Apostichopus japonicus* Genome. http://www.genedatabase.cn/aja_genome_20161129.html.

[29] Zhang L.B., Feng Q.M., Sun L.N., Fang Y., Xu D.X., Zhang T., Yang H.S. (2018). Differential gene expression in the body wall of the sea cucumber (*Apostichopus japonicus*) under strong lighting and dark conditions. Acta Oceanol. Sin..

[30] Zhu B.W., Zhao L.L., Sun L.M., Li D.M., Murata Y., Yu L., Zhang L. (2014). Purification and characterization of a cathepsin L-like enzyme from the body wall of the sea cucumber *Stichopus japonicus*. Biosci. Biotechnol. Biochem..

[31] Zhong M., Hu C., Ren C., Luo X., Cai Y. (2015). Characterization of a main extracellular matrix autoenzyme from the dermis of sea cucumber *Stichopus monotuberculatus*: Collagenase. Int. J. Food Prop..

[32] Wu H.L., Hu Y.Q., Shen J.D., Cai Q.F., Liu G.M., Su W.J., Cao M.J. (2013). Identification of a novel gelatinolytic metalloproteinase (GMP) in the body wall of sea cucumber (*Stichopus japonicus*) and its involvement in collagen degradation. Process Biochem..

[33] Szlugit G. (2007). The echinoderm collagen fibril: A hero in the connective tissue research of the 1990s. Bioessays.

[34] Saito M., Kunisaki N., Urano N., Kimura S. (2002). Collagen as the major edible component of sea cucumber (*Stichopus japonicus*). J. Food Sci..

[35] Mizuta S., Koizumi Y., Inoue S., Someya C., Hosoi M., Yokoyama Y., Yoshinaka R. (2013). Existence of a 400kDa glycoprotein in the dermis of sea cucumber *Apostichopus armata*: Partial purification and characterization. Fish Sci..

[36] Tallant C., Nodarse A.M., Gomis-Rüth F.X. (2009). Matrix metalloproteinases: Fold and function of their catalytic domains. Biochim. Biophys. Acta Mol. Cell Res..

[37] Barshis D.J., Ladner J.T., Oliver T.A., Seneca F.O., Traylor-Knowles N., Palumbi S.R. (2013). Genomic basis for coral resilience to climate change. Proc. Natl. Acad. Sci. USA.

[38] Lim H.J., Kim B.M., Hwang I.J., Lee J.S., Choi I.Y., Kim Y.J., Rhee J.S. (2016). Thermal stress induces a distinct transcriptome profile in the Pacific oyster *Crassostrea gigas*. Comp. Biochem. Physiol. Part D Genom. Proteom..

[39] Gleason L.U., Burton R.S. (2015). RNA-seq reveals regional differences in transcriptome response to heat stress in the marine snail *Chlorostoma funebralis*. Mol. Ecol..

[40] Dong X.F., Qi H., Feng D.D., He B.Y., Nakamura Y., Yu C.X., Zhu B.W. (2018). Oxidative stress involved in textural changes of sea cucumber *Stichopus japonicus* body wall (SJBW) during low-temperature treatment. Int. J. Food Prop..

[41] Lang R.P., Bayne C.J., Camara M.D., Cunningham C., Jenny M.J., Langdon C.J. (2009). Transcriptome profiling of selectively bred Pacific oyster *Crassostrea gigas* families that differ in tolerance of heat shock. Mar. Biotechnol..

[42] Meistertzheim A.L., Tanguy A., Moraga D., Thebault M.T. (2007). Identification of differentially expressed genes of the Pacific oyster *Crassostrea gigas* exposed to prolonged thermal stress. FEBS J..

[43] Gullian Klanian M., Terrats Preciat M. (2017). Effect of pH on temperature controlled degradation of reactive oxygen species, heat shock protein expression, and mucosal immunity in the sea cucumber *Isostichopus badionotus*. PLoS ONE.

[44] Mates J.M. (2000). Effects of antioxidant enzymes in the molecular control of reactive oxygen species toxicology. Toxicol.

[45] Chen Y., Azad M.B., Gibson S.B. (2009). Superoxide is the major reactive oxygen species regulating autophagy. Cell Death Differ..

[46] Habte-Tsion H.M., Ren M., Liu B., Ge X., Xie J., Chen R. (2016). Threonine modulates immune response, antioxidant status and gene expressions of antioxidant enzymes and antioxidant-immune-cytokine-related signaling molecules in juvenile blunt snout bream (*Megalobrama amblycephala*). Fish Shellfish Immunol..

[47] Siwik D.A., Pagano P.J., Colucci W.S. (2001). Oxidative stress regulates collagen synthesis and matrix metalloproteinase activity in cardiac fibroblasts. Am. J. Physiol. Cell Physiol..

[48] Hoffmann J.A., Kafatos F.C., Janeway C.A., Ezekowitz R.A. (1999). Phylogenetic perspectives in innate immunity. Science.

[49] Parks W.C., Wilson C.L., Lopez-Boado Y.S. (2004). Matrix metalloproteinases as modulators of inflammation and innate immunity. Nat. Rev. Immunol..

[50] Ramirez-Gomez F., Ortiz-Pineda P.A., Rivera-Cardona G., Garcia-Arraras J.E. (2009). LPS-induced genes in intestinal tissue of the sea cucumber *Holothuria glaberrima*. PLoS ONE.

[51] Zhang X., Sun L., Yuan J., Sun Y., Gao Y., Zhang L., Li S., Dai H., Hamel J.F., Liu C. (2017). The sea cucumber genome provides insights into morphological evolution and visceral regeneration. PLoS Biol..

[52] Wu Y., Yao F., Mei Y., Chu B., Cheng C., Liu Y., Li X., Zou X., Hou L. (2014). Cloning and expression analysis of the gene encoding fibrinogen-like protein A, a novel regeneration-related protein from *Apostichopus japonicus*. Mol. Biol. Rep..

[53] Soonthornchai W., Chaiyapechara S., Klinbunga S., Thongda W., Tangphatsornruang S., Yoocha T., Jarayabhand P., Jiravanichpaisal P. (2016). Differentially expressed transcripts in stomach of *Penaeus monodon* in response to AHPND infection. Dev. Comp. Immunol..

[54] Tanguy M., Gauthier-Clerc S., Pellerin J., Danger J.M., Siah A. (2018). The immune response of *Mytilus edulis* hemocytes exposed to *Vibrio splendidus* LGP32 strain: A transcriptomic attempt at identifying molecular actors. Fish Shellfish Immunol..

[55] Prasopdee S., Sotillo J., Tesana S., Laha T., Kulsantiwong J., Nolan M.J., Loukas A., Cantacessi C. (2014). RNA-Seq reveals infection-induced gene expression changes in the snail intermediate host of the carcinogenic liver fluke, *Opisthorchis viverrini*. PLoS Negl. Trop. Dis..

[56] Mastellos D., Lambris J.D. (2002). Complement: More than a ‘guard’ against invading pathogens?. Trends Immunol..

[57] Volanakis J.E. (1990). Participation of C3 and its ligands in complement activation. Curr. Top. Microbiol. Immunol..

[58] Dong Y., Sun H., Zhou Z., Yang A., Chen Z., Guan X., Gao S., Wang B., Jiang B., Jiang J. (2014). Expression analysis of immune related genes identified from the coelomocytes of sea cucumber (*Apostichopus japonicus*) in response to LPS challenge. Int. J. Mol. Sci..

[59] Yang A., Zhou Z., Pan Y., Jiang J., Dong Y., Guan X., Sun H., Gao S., Chen Z. (2016). RNA sequencing analysis to capture the transcriptome landscape during skin ulceration syndrome progression in sea cucumber *Apostichopus japonicus*. BMC Genom..

[60] Nauta A.J., Daha M.R., Tijsma O., van de Water B., Tedesco F., Roos A. (2002). The membrane attack complex of complement induces caspase activation and apoptosis. Eur. J. Immunol..

[61] Yang A., Zhou Z., Dong Y., Jiang B., Wang X., Chen Z., Guan X., Wang B., Sun D. (2010). Expression of immune-related genes in embryos and larvae of sea cucumber *Apostichopus japonicus*. Fish Shellfish Immunol..

[62] Barat A., Sahoo P.K., Kumar R., Goel C., Singh A.K. (2016). Transcriptional response to heat shock in liver of snow trout (*Schizothorax richardsonii*)—A vulnerable Himalayan Cyprinid fish. Funct. Integr. Genom..

[63] Zhang L.B., Feng Q.M., SUn L.N., Ding K., Huo D., Yan F., Zhang T., Yang H.S. (2018). Differential gene expression in the intestine of sea cucumber (*Apostichopus japonicus*) under low and high salinity conditions. Comp. Biochem. Physiol. Part D Genom. Proteom..

[64] Cao Y., Ohwatari N., Matsumoto T., Kosaka M., Ohtsuru A., Yamashita S. (1999). TGF-beta1 mediates 70-kDa heat shock protein induction due to ultraviolet irradiation in human skin fibroblasts. Eur. J. Physiol..

[65] Shao Y., Li C., Chen X., Zhang P., Li Y., Li T., Jiang J. (2015). Metabolomic responses of sea cucumber *Apostichopus japonicus* to thermal stresses. Aquaculture.

[66] Roberts R.J., Agius C., Saliba C., Bossier P., Sung Y.Y. (2010). Heat shock proteins (chaperones) in fish and shellfish and their potential role in relation to fish health: A review. J. Fish Dis..

[67] Nelson R.J., Ziegelhoffer T., Nicolet C., Werner-Washburne M., Craig E.A. (1992). The translation machinery and 70 kd heat shock protein cooperate in protein synthesis. Cell.

[68] Shen L., Song Y., Fu Y., Li P. (2018). MiR-29b mimics promotes cell apoptosis of smooth muscle cells via targeting on MMP-2. Cytotechnol.

[69] Ren C., Chen T., Sun H., Jiang X., Hu C., Qian J., Wang Y. (2015). The first echinoderm poly-U-binding factor 60 kDa (PUF60) from sea cucumber (*Stichopus monotuberculatus*): Molecular characterization, inducible expression and involvement of apoptosis. Fish Shellfish Immunol..

[70] Lee G.H., Kim H.K., Chae S.W., Kim D.S., Ha K.C., Cuddy M., Kress C., Reed J.C., Kim H.R., Chae H.J. (2007). Bax inhibitor-1 regulates endoplasmic reticulum stress-associated reactive oxygen species and heme oxygenase-1 expression. J. Biol. Chem..

[71] Reinehr R., Becker S., Wettstein M., Haussinger D. (2004). Involvement of the Src family kinase yes in bile salt-induced apoptosis. Gastroenterol.

[72] Liu S., Wang X., Sun F., Zhang J., Feng J., Liu H., Rajendran K.V., Sun L., Zhang Y., Jiang Y. (2013). RNA-seq reveals expression signatures of genes involved in oxygen transport, protein synthesis, folding, and degradation in response to heat stress in catfish. Physiol. Genom..

[73] Artigaud S., Richard J., Thorne M.A., Lavaud R., Flye-Sainte-Marie J., Jean F., Peck L.S., Clark M.S., Pichereau V. (2015). Deciphering the molecular adaptation of the king scallop (*Pecten maximus*) to heat stress using transcriptomics and proteomics. BMC Genom..

[74] Polato N.R., Voolstra C.R., Schnetzer J., DeSalvo M.K., Randall C.J., Szmant A.M., Medina M., Baums I.B. (2010). Location-specific responses to thermal stress in larvae of the reef-building coral *Montastraea faveolata*. PLoS ONE.

[75] Gallagher P.J., Herring B.P., Stull J.T. (1997). Myosin light chain kinase. J. Muscle Res. Cell Motil..

[76] Farah M.E., Sirotkin V., Haarer B., Kakhniashvili D., Amberg D.C. (2011). Diverse protective roles of the actin cytoskeleton during oxidative stress. Cytoskeleton.

[77] Larsen M., Artym V.V., Green J.A., Yamada K.M. (2006). The matrix reorganized: Extracellular matrix remodeling and integrin signaling. Curr. Opin. Cell Biol..

[78] NCBI Sequence Read Archive. https://trace.ncbi.nlm.nih.gov/Traces/sra/sra.cgi?.

[79] Gene Ontology Database. http://www.geneontology.org/.

[80] Kyoto Encyclopedia of Genes and Genomes Database. http://www.genome.jp/kegg/.

How the deposited data were processed for this re-analysis (not part of the article)

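RNA of the body wall of *A. japonicus* was sequenced in 9 libraries, 3 of fresh body wall (CON), 3 after 1 h at 37 °C (T_1h) and 3 after 3 h at 37 °C (T_3h). Each library's condition and replicate number were taken from its label, and each library holds 1 sample. The authors removed adaptors, primers and reads of low quality (q under 20), aligned the reads with HISAT to the reference genome of *A. japonicus*, assembled and merged transcripts with StringTie, estimated expression with StringTie and Ballgown, and deposited FPKM values for 53665 genes in the 9 libraries. The authors also added the descriptions, GO terms and KEGG pathways of the genes. The versions of these tools and any filter are not stated in the paper's text. FPKM is already divided by transcript length and by the mapped reads of the library, so no read counts were used here and the number of reads behind a gene is unknown. The precision of each value therefore rests on the number of libraries, which is 3 per group, or 2 for T_1h where T_1h_1 is left out.

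FPKM was transformed as log2(FPKM + 1) and fitted with limma 3.58.1 in R 4.3.3, with 1 model of the 3 groups and the trend option of its empirical Bayes step. T_1h_1 was left out, as in the paper, so 8 libraries were fitted. The 50973 genes with FPKM above 0 in at least 2 of them were tested in T_1h vs. CON, T_3h vs. CON and T_3h vs. T_1h. A gene passed the thresholds at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and genes with a Benjamini-Hochberg adjusted p under 0.05 were counted separately. All p-values of single genes are two-sided. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a p under 0.1, so limma's p-values rest on its model. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Each GO term and KEGG pathway with at least 5 tested genes was tested with a one-sided Fisher's exact test over all tested genes, with Benjamini-Hochberg adjustment within each kind. Correlations between libraries are Pearson's r across genes and carry no test.

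The following alternatives were run, each changing 1 choice: a pseudocount of 0.1; a minimum mean FPKM of 1; all 9 libraries; median-ratio scaling, which brings the median ratio of each library to the genes' geometric mean to 1 over genes with FPKM of at least 1 in every fitted library; upper-quartile scaling, which brings the 0.75 quantile of each library to a common value; a Ballgown-type test, which is an unmoderated F-test of nested models of the 2 groups compared with a covariate for the library; a fit of each pair of groups; no trend; the replicate number as a block; and the fold change as a ratio of mean FPKM. Each of the 8 libraries was also left out in turn. These choices, the tests, the thresholds and the rule for naming genes were made before the data were examined. A further 6 fits were chosen after seeing the data: all 9 libraries with the replicate block, the same fit with median-ratio scaling, with the minimum mean FPKM and with both, and the Ballgown-type test without a filter on 8 and on 9 libraries. The annotated genes alone as the background of the term tests, and the alternative fits for the terms, for the comparison with RT-qPCR and for the traced genes in T_3h vs. T_1h, were also chosen after seeing the data. In all, 24 alternative fits were run.

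Replicate numbers come from the labels of the libraries. The paper's methods state that each body wall was cut into large pieces, 3 per plate, and do not state whether libraries of the same number come from 1 animal. Same-numbered libraries deviated from their group means together (mean correlation 0.661 over 9 pairs), so the replicate block was fitted as an alternative: 791 genes passed the thresholds at T_1h and 3173 at T_3h, against 444 and 2111 without the block.

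The genes named in the text were chosen by a rule: every gene of Tables 3 and 4, the genes described as a protein that the Discussion names, summarised as a family where there are more than 5, and in T_1h vs. CON and T_3h vs. CON the 2 largest rises and the 2 largest falls among genes past the thresholds with groups that do not overlap and a mean FPKM of at least 1. The numbers that Tables 3 and 4 give to their genes belong to other genes in the deposited table. After this was seen, the genes were traced by comparing the paper's log2 fold changes and p-values with those of the Ballgown-type test, which traced 36 of the 37 genes of Table 3 and 9 of the 10 genes of Table 4, 39 different genes in all. Genes listed only in Table 4 were traced by fold changes and gene number, without p-values. MSTRG.29985, MSTRG.23283 and the lysosome pathway were picked out after their values were seen.

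The procedures were tested on simulated data with known changes before they were applied. With 200 of 50973 genes changed by a log2 fold change of 3, the 8-library fit found 96.5% of them at the thresholds and 45.0% by adjusted p, and the Ballgown-type test found 27.5% at the thresholds. These changed genes were drawn from genes of higher expression, and the simulated libraries shared no component by replicate number. Of the unchanged genes, 1047 passed the thresholds in T_3h vs. CON in the 8-library fit and 1990 in the Ballgown-type test. Median-ratio factors of 8 simulated libraries came within 8.87% of the true ratios. A GO term and a KEGG pathway with 10 planted genes among 500 were ranked 1. The values from RT-qPCR are the paper's and are compared only in the closing observations. Sequence reads were not used here.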

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

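Of the tests given here, those with median-ratio scaling on MSTRG.29985, MSTRG.22399 and MSTRG.16768 and the second test of depth were chosen only after the result was seen. For each of 14 measures of the 9 libraries, the gap between the library at either end and the next library was divided by the whole range, and a library was picked out where this ratio was above 0.493. For 4 measures it was. Chance alone picks out about 1 group in 20, and several of the measures depend on each other.

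T_1h_1 had the highest summed FPKM, 388082, where the next library had 361569, and the lowest median r of FPKM with the other libraries, 0.504, where the next had 0.764. A few genes taking much of the FPKM remain an explanation. Their share alone does not set T_1h_1 apart: in T_3h_2 the 10 highest genes held 36.4%, and its median r of FPKM was 0.805. Without the 100 genes of highest FPKM in T_1h_1 the median r of T_1h_1 was 0.778, which was no longer the lowest. Those genes were picked from T_1h_1 itself, so leaving them out was likely to raise its r. The test of lower depth set beforehand cannot decide: over genes with a mean FPKM of at least 10 the median r was 0.497, but r of FPKM without the log is set by the highest genes, so leaving out low genes hardly changes it. T_1h_1 has the fewest clean reads in the paper's Table 1. In a second test T_1h_1 did not have the fewest genes with FPKM above 0: it had 41853, more than CON_1, T_3h_1 and T_3h_2 and fewer than the other 5 libraries, T_1h_2 and T_1h_3 among them. Lower depth is therefore not shown to be the cause, and is not ruled out. On the log scale T_1h_1 had a median r of 0.784, and T_3h_1 was the lowest at 0.768. The gene of highest FPKM in T_1h_1, MSTRG.23283, has no description, and is not discussed in the paper. Its FPKM was 35659 in T_1h_1, between 1006 and 3851 in CON, 2838 and 4037 in T_1h_2 and T_1h_3, and between 1749 and 14888 in T_3h. The 3 T_1h libraries had the same treatment, so no biological explanation was tested.

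In T_3h_2 the gene of highest FPKM held 20.2% of the summed FPKM, where the next library had 10.7%. That gene is MSTRG.29985, which has no description and is not among the genes the paper discusses. It was picked out after its values were seen, as the gene of highest FPKM in most libraries. Its FPKM was 10070, 16682 and 10786 in CON, 15024 in T_1h_1, 37054 and 26998 in T_1h_2 and T_1h_3, and 29362, 69489 and 22287 in T_3h. Its log2 fold change was 1.38 at T_1h (adjusted p = 1) and 1.55 at T_3h (adjusted p = 0.698), and it was higher than the same-numbered CON library in 3 of 3 pairs at each time. A shift of the whole FPKM distribution between libraries was not tested for this gene apart from the others: median-ratio scaling gave fold changes of 1.57 and 2.08, but it raises the fold changes of most genes, since libraries of T_1h and T_3h have lower values overall. Its call depends on the scaling, since the unadjusted p was then 0.180 at T_1h and 0.0618 at T_3h, and the gene passed at neither. It passed at both times with the replicate block and all 9 libraries. Reads shared with related genes were not tested, so the rise cannot be told apart from that explanation.

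MSTRG.22399 and MSTRG.16768 had the largest rises at T_1h among the genes past the thresholds whose groups did not overlap. Neither has a description, and the paper does not discuss them. MSTRG.22399 had a log2 fold change of 3.64 (standard error 1.18, adjusted p = 1) at T_1h and 2.75 (standard error 1.06, adjusted p = 0.784) at T_3h. Its FPKM was 2.28, 24.7 and 39.0 in CON, 24.9 in T_1h_1, 238 and 146 in T_1h_2 and T_1h_3, and 45.6, 369 and 58.5 in T_3h. It was higher than the same-numbered CON library in 3 of 3 pairs at each time. With median-ratio scaling, which raises the fold changes of most genes, the fold change at T_3h was 3.27, and the gene still passed at both times, with an unadjusted p of 0.0186 at T_3h. Reads shared between related genes were not tested, so the rise cannot be told apart from that explanation.

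MSTRG.16768 had a log2 fold change of 3.64 (standard error 1.45, adjusted p = 1) at T_1h and was higher in 3 of 3 pairs. Its FPKM was 0.222, 1.94 and 0.600 in CON, 0.436 in T_1h_1, 7.26 and 59.3 in T_1h_2 and T_1h_3, and 12.4, 61.4 and 0.431 in T_3h. With median-ratio scaling its fold change was 3.70 and its unadjusted p 0.0510, so the gene no longer passed and its call depends on the scaling. Reads shared between related genes were not tested, so the rise cannot be told apart from that explanation. With T_1h_1 included the change was 2.32 and did not pass.

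The paper's Table 2 gives T_3h_1 the lowest share of uniquely mapped reads, 33.62%, where the next library, T_1h_1, has 39.54%. The paper's share of reads mapped to several places is highest in the same library, 43.71%. No explanation for this was tested, since the alignments were not analysed here, and no biological explanation was tested, since the other T_3h libraries had the same treatment.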

How the results depend on the processing

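Of the tests in this part, the 6 fits that join the replicate block with all 9 libraries or that leave out the filter of the Ballgown-type test, the annotated background of the term tests, and every alternative for the terms, for the share of lower genes and for the correlations of T_1h_1, and most of those for RT-qPCR, were chosen only after the result was seen. Where a result changed, the cause was not tested.

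The number of genes past the thresholds at T_1h, 444, became 772 with a pseudocount of 0.1, 273 with all 9 libraries, 712 with the Ballgown-type test, 791 with the replicate block, 893 with the ratio of mean FPKM, 722 with the unfiltered Ballgown-type test and 239 with the unfiltered Ballgown-type test of all 9 libraries, and ranged from 370 to 747 with 1 library left out. The other alternatives gave between 356 and 523. At T_3h it was 2111, became 3362 with a pseudocount of 0.1, 1400 with upper-quartile scaling, 785 with the Ballgown-type test, 3173 with the replicate block, 3213 with the block and all 9 libraries, 791 with the unfiltered Ballgown-type test and 791 with the unfiltered Ballgown-type test of all 9 libraries, ranged from 1232 to 3667 with 1 library left out, and lay between 1430 and 3160 under the other alternatives. Between T_3h and T_1h it was 371, became 861 with a pseudocount of 0.1, 177 with the Ballgown-type test, 780 with the ratio of mean FPKM, 687 with the block and all 9 libraries, 739 with the block, all 9 libraries and the minimum mean FPKM, 175 with the unfiltered Ballgown-type test and 159 with the unfiltered Ballgown-type test of all 9 libraries, ranged from 158 to 1564 with 1 library left out, and lay between 309 and 495 under the others. Of the 444 genes at T_1h, 168 also passed with all 9 libraries, 299 with median-ratio scaling, 370 with the replicate block and 186 with the Ballgown-type test. Of the 2111 at T_3h, 2034, 1098, 2109 and 483 did. All of these shared genes changed in the same direction. Leaving out T_1h_2 or T_1h_3 leaves that group with 1 library, so these fits gave no test of T_1h, and the fold changes of the T_1h comparisons under them are values without a test.

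No gene had an adjusted p under 0.05 with the 8 libraries, where 896, 3157 and 786 genes in T_1h vs. CON, T_3h vs. CON and T_3h vs. T_1h had an unadjusted p under 0.05. At T_1h this became 1 gene with a pseudocount of 0.1 and 1 with the block, all 9 libraries and the minimum mean FPKM. At T_3h it became 5 genes with the block and all 9 libraries, 1291 when the minimum mean FPKM was added, and 375 when median-ratio scaling was also added. Between T_3h and T_1h it became 1 with a pseudocount of 0.1 and 1 with the replicate block. With 1 library left out it stayed at 0 in each fit that tested the comparison. On simulated data with 200 changed genes the 8-library fit called 45.0% of them by adjusted p. These genes were of higher expression and changed by a log2 fold change of 3, in libraries without a component shared by replicate number. For such changes the number of libraries alone does not rule out calls. Smaller changes and changed genes of low expression were not simulated.

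Lower genes made up 54.3% of those past the thresholds at T_1h, 88.6% at T_3h and 88.7% between T_3h and T_1h. At T_1h the majority turned: the share was 45.3% with a pseudocount of 0.1, 27.1% with median-ratio scaling, 22.3% with upper-quartile scaling, 43.4% with the ratio of mean FPKM, 36.6% with the block, all 9 libraries and median-ratio scaling and 36.5% with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, and from 47.4 to 68.4% with 1 library left out. At T_3h it stayed above 50%, with the lowest share, 54.1%, from the unfiltered Ballgown-type tests (54.5% with the filtered one, 60.0% with median-ratio scaling and 54.6% with upper-quartile scaling; 79.0 to 94.4% with 1 library left out), and between T_3h and T_1h the lowest was 54.8%, from the Ballgown-type test.

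The genes that changed the same way at both times, 284, became 138 with the Ballgown-type test, 504 with the replicate block, 140 with the unfiltered Ballgown-type test and 85 with that test of all 9 libraries, and ranged from 224 to 490 with 1 library left out. The median correlation between libraries, 0.776, became 0.611 as Spearman's rho and 0.701 over genes with a mean FPKM of at least 1. The lowest correlation of T_1h_1 with another library, 0.767, became 0.394 for FPKM without the log and 0.594 as rho. The lowest of all pairs, 0.714, became 0.394, 0.541 and 0.611 for FPKM without the log, as rho and over genes with a mean FPKM of at least 1. Genes detected numbered 53665 with FPKM above 0, and 50609 and 41155 with a minimum FPKM of 0.1 and 1. Spearman's rho between RNA-Seq and the paper's RT-qPCR at T_1h, 0.117, ranged from -0.150 to 0.267 with 1 library left out and turned negative without CON_1, and at T_3h, -0.167, it ranged from -0.200 to 0.

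GO terms with an adjusted p under 0.05 at T_3h numbered 28, and became 5 with the minimum mean FPKM of 1, 2 with median-ratio scaling, 0 with upper-quartile scaling, 0 with the Ballgown-type test, 16 with a fit of each pair of groups, 73 with the replicate block, 76 with the block and all 9 libraries, 6 with the block, all 9 libraries and median-ratio scaling, 18 with the block, all 9 libraries and the minimum mean FPKM, 0 with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, 0 with the unfiltered Ballgown-type test, 0 with the unfiltered Ballgown-type test of all 9 libraries and 3 with the annotated genes as the background, with a range of 1 to 177 with 1 library left out. KEGG pathways numbered 14, and became 1 with the minimum mean FPKM of 1, 5 with median-ratio scaling, 8 with upper-quartile scaling, 5 with the Ballgown-type test, 7 with a fit of each pair of groups, 27 with the replicate block, 29 with the block and all 9 libraries, 9 with the block, all 9 libraries and median-ratio scaling, 0 with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, 5 with the unfiltered Ballgown-type test, 5 with the unfiltered Ballgown-type test of all 9 libraries and 1 with the annotated genes as the background, with a range of 1 to 56. With the 8 libraries 162 GO terms and 40 pathways had an unadjusted p under 0.05. Beside the counts of 0, 81 GO terms had one with upper-quartile scaling, 80 with the Ballgown-type test and 79 with either unfiltered Ballgown-type test. With the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, 26 GO terms and 10 pathways had one. At T_1h no term or pathway had an adjusted p under 0.05 under any of these alternatives, and 22 terms and 4 pathways had an unadjusted p under 0.05.

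For the named genes 2692 values were recomputed for 113 log2 fold changes. Of these 2304 kept their direction and their side of the thresholds, 193 kept their direction and no longer passed, 125 kept it and newly passed, 6 moved in fits without a test, and 64, of 17 fold changes, reversed. The 17 are given with their log2 fold changes. They do not include fold changes at T_1h whose sign turned only in fits with 1 T_1h library, which gave no test. Such were actin MSTRG.7224 (-0.29, but from -0.79 to 0.22) and Bax inhibitor-1 MSTRG.43681 (-0.54, but from -1.21 to 0.13). Tenascin-N (MSTRG.40915) had 0.68 at T_3h, but from -0.21 to 1.70 with 1 library left out. PUF60 (MSTRG.20573) had 0.50 at T_1h, but -0.060 with the replicate block, and from -0.32 to 1.08 with 1 library left out. PUF60 (MSTRG.20573) had -0.27 at T_3h, but 0.20 with median-ratio scaling, the block, all 9 libraries and median-ratio scaling or with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, 0.26 with upper-quartile scaling and 1.04 with the Ballgown-type test, the unfiltered Ballgown-type test or with the unfiltered Ballgown-type test of all 9 libraries, and from -1.09 to 0.31 with 1 library left out. The helicase XPB (MSTRG.4135) had 0.19 at T_1h, but -0.030 with the ratio of mean FPKM, and from -0.30 to 0.70 with 1 library left out. The helicase XPB (MSTRG.4135) had 0.13 at T_3h, but from -0.36 to 0.74 with 1 library left out. Myosin-10 (MSTRG.22120) had 0.19 at T_1h, but -0.55 with all 9 libraries, the block and all 9 libraries or with the block, all 9 libraries and the minimum mean FPKM, -0.32 with the replicate block, -0.34 with the ratio of mean FPKM and -0.36 with the block, all 9 libraries and median-ratio scaling or with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, and from -0.79 to 0.95 with 1 library left out. Myosin-10 (MSTRG.22120) had -1.58 at T_3h, but 0.61 with the Ballgown-type test and 0.62 with the unfiltered Ballgown-type test or with the unfiltered Ballgown-type test of all 9 libraries. Unconventional myosin-X (MSTRG.13892) had 0.27 at T_1h, but -0.012 with all 9 libraries, the block and all 9 libraries or with the block, all 9 libraries and the minimum mean FPKM, and from -0.10 to 0.68 with 1 library left out. Unconventional myosin-X (MSTRG.13892) had -0.045 at T_3h, but 0.23 with median-ratio scaling, the ratio of mean FPKM, the block, all 9 libraries and median-ratio scaling or with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM, 0.27 with upper-quartile scaling, 1.16 with the Ballgown-type test and 1.17 with the unfiltered Ballgown-type test or with the unfiltered Ballgown-type test of all 9 libraries, and from -0.68 to 0.60 with 1 library left out.

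Collagen alpha-1(V) (MSTRG.29524) had 0.22 at T_3h, but from -0.50 to 0.71 with 1 library left out. The collagen IV alpha-3-binding protein (MSTRG.42213) had 0.60 at T_1h, but from -0.33 to 1.20 with 1 library left out. The collagen IV alpha-3-binding protein (MSTRG.42213) had 0.036 at T_3h, but -0.47 with the ratio of mean FPKM, and from -0.89 to 0.64 with 1 library left out. A gene described as type IV collagenase (MSTRG.34270) had -0.26 at T_1h, but from -0.82 to 0.30 with 1 library left out. A gene described as MMP-16 (MSTRG.25325) had -0.41 at T_1h, but from -0.70 to 0.030 with 1 library left out. Catalase (MSTRG.11430) had -0.22 at T_1h, but 0.0059 with upper-quartile scaling and 0.0035 with the block, all 9 libraries and median-ratio scaling or with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM. A superoxide dismutase (MSTRG.13674) had 0.058 at T_1h, but -0.035 with all 9 libraries, the block and all 9 libraries or with the block, all 9 libraries and the minimum mean FPKM, -0.099 with the Ballgown-type test, -0.10 with the unfiltered Ballgown-type test and -0.19 with the unfiltered Ballgown-type test of all 9 libraries, and from -0.15 to 0.22 with 1 library left out. A superoxide dismutase (MSTRG.13674) had -0.19 at T_3h, but 0.30 with median-ratio scaling, the block, all 9 libraries and median-ratio scaling or with the block, all 9 libraries, median-ratio scaling and the minimum mean FPKM and 0.36 with upper-quartile scaling. The ratio of mean FPKM gave no value for the lactose-binding lectin MSTRG.6540 at T_3h and for MSTRG.6974 and MSTRG.25646 at T_1h, since the genes are listed at 0 in those groups.

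The type IV collagenase (MMP-2) kept its direction and its side of the thresholds at both times with all 9 libraries, with either scaling and with the replicate block. Of 672 values for the families of genes, 554 stayed within the spread that was allowed and 118 moved. Of 202 values for terms and gene lists, 146 stayed and 56 moved. The depth behind each gene is not given by FPKM, so a gene listed at 0 in a library cannot be told from one whose reads were too few to be seen.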

Differences from the paper's values

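Of the tests in this part, the 6 fits that join the replicate block with all 9 libraries or that leave out the filter of the Ballgown-type test, the annotated background, the alternative fits for the terms, and the tracing of the genes of Tables 3 and 4 were chosen only after the result was seen. Of 101 values that the paper states and that were also computed, 38 differed. A count differs when it is more than 1.5 times the other, and a log2 fold change when the signs differ or the gap is larger than its standard error. The alternatives named beside each value are the fits set before the data were examined under which it no longer differed; under the others of these, where they gave a value, it still differed. Fits chosen after seeing the values are named separately.

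Genes past the thresholds at T_1h numbered 444 against the paper's 721, and came near it with these alternatives: 772 with a pseudocount of 0.1, 712 with the Ballgown-type test, 791 with the replicate block, 893 with the ratio of mean FPKM, 747 with CON_3 left out and 486 with T_3h_3 left out. At T_3h they numbered 2111 against the paper's 806, and only the Ballgown-type test came near, with 785. The genes higher at T_1h were 203 against the paper's 345 (422 with a pseudocount of 0.1, 298 with median-ratio scaling, 320 with upper-quartile scaling, 340 with the Ballgown-type test, 236 with the replicate block, 505 with the ratio of mean FPKM and 291 with CON_3 left out), and the lower ones 241 against the paper's 376 (350 with a pseudocount of 0.1, 372 with the Ballgown-type test, 264 with no trend, 555 with the replicate block, 388 with the ratio of mean FPKM, 253 with CON_1 left out, 265 with CON_2 left out, 456 with CON_3 left out and 266 with T_3h_3 left out). Higher at T_3h were 241 against the paper's 368 (434 with a pseudocount of 0.1, 357 with the Ballgown-type test, 368 with the replicate block, 395 with the ratio of mean FPKM, 305 with CON_3 left out, 259 with T_3h_2 left out and 309 with T_3h_3 left out), and lower 1870 against the paper's 438 (428 with the Ballgown-type test). Between T_3h and T_1h 42 against the paper's 81 genes were higher (93 with median-ratio scaling, 106 with upper-quartile scaling, 80 with the Ballgown-type test, 70 with the replicate block, 84 with the ratio of mean FPKM and 112 with T_3h_2 left out) and 329 against the paper's 94 lower (97 with the Ballgown-type test and 136 with T_3h_1 left out). Higher at either time were 328 against the paper's 631 (698 with a pseudocount of 0.1, 665 with median-ratio scaling, 742 with upper-quartile scaling, 620 with the Ballgown-type test, 455 with the replicate block, 769 with the ratio of mean FPKM, 447 with CON_3 left out and 437 with T_3h_3 left out), and lower 1943 against the paper's 750 (911 with median-ratio scaling, 805 with upper-quartile scaling, 739 with the Ballgown-type test and 1076 with T_3h_2 left out). Genes that changed the same way at both times were 284 against the paper's 146 (204 with all 9 libraries and 138 with the Ballgown-type test).

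The use of the alternative fits for GO terms and KEGG pathways was chosen after seeing the values. The paper writes 328 and 487 as numbers of genes, but they are the sums of its numbers of terms in the 3 categories, so they were read here as numbers of terms. GO terms with at least 1 gene past the thresholds at T_1h were 201 against the paper's 328 (chosen after seeing the values: 327 with a pseudocount of 0.1, 355 with the Ballgown-type test, 221 with no trend, 342 with the replicate block, 393 with the ratio of mean FPKM, 252 with CON_3 left out and 237 with T_3h_3 left out). At T_3h they were 1432 against the paper's 487 (chosen after seeing the values: 667 with median-ratio scaling, 663 with upper-quartile scaling and 484 with the Ballgown-type test), and the genes past the thresholds with a GO term were 361 against the paper's 105 (108 with the Ballgown-type test). KEGG pathways with a gene past the thresholds at T_3h were 150 against the paper's 69 (chosen after seeing the values: 99 with median-ratio scaling, 100 with upper-quartile scaling and 80 with the Ballgown-type test), and pathways with an unadjusted p under 0.05 were 40 against the paper's 13 (19 with upper-quartile scaling). The lowest correlation between libraries was 0.714 against the paper's 0.394, and it was 0.394 for FPKM without the log.

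The unfiltered Ballgown-type test, chosen after seeing the values, gave 722 genes at T_1h (344 higher, 378 lower), 791 at T_3h (363 higher, 428 lower), 79 higher and 96 lower between T_3h and T_1h, 629 higher and 744 lower at either time and 140 changed the same way, and it brought each of these counts and the differing counts of GO-annotated genes, GO terms and pathways with a gene near the paper's. The same test of all 9 libraries, also chosen after seeing the values, did so for the counts at T_3h, including those of GO terms, annotated genes and pathways with a gene, those between T_3h and T_1h and the lower genes at either time. The block with all 9 libraries, with or without the minimum mean FPKM and chosen after seeing the values, came near for all genes and lower genes at T_1h, higher genes at T_3h, between T_3h and T_1h and at either time, and GO terms at T_1h. With median-ratio scaling added, again chosen after seeing the values, the fits came near for the higher genes at T_1h and at either time and for the pathways with an unadjusted p under 0.05. The annotated background, chosen after seeing the values, also came near for these pathways.

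Of 78 log2 fold changes of Tables 3 and 4, 21 differed, all at T_3h. All 21 came within the error with the Ballgown-type test. The genes were traced by the values of that test, so it comes close by construction, and this shows no stability. The unfiltered Ballgown-type tests, chosen after seeing the values, also did so for all 21. The block with all 9 libraries and median-ratio scaling, with or without the minimum mean FPKM and chosen after seeing the values, did so for MMP-16 precursor, microsomal glutathione S-transferase 1, Src family kinase 5, the striated muscle myosin heavy chain, tropomodulin, alpha-2 collagen and pregnancy zone protein. Where all 9 libraries, a fit of each pair of groups, the minimum mean FPKM or a left-out T_1h library is named, the value was the same and its standard error larger. MMP-16 precursor (MSTRG.5484) had 1.07 against the paper's 1.50, and also came within the error with a pseudocount of 0.1, the minimum mean FPKM of 1, all 9 libraries, median-ratio scaling, upper-quartile scaling, a fit of each pair of groups and the ratio of mean FPKM and without CON_3, T_1h_2, T_1h_3, T_3h_1 or T_3h_2. Glutathione S-transferase theta (MSTRG.46833) had 0.84 against the paper's 1.68, and also came within the error with a pseudocount of 0.1 and the ratio of mean FPKM and without CON_3. Microsomal glutathione S-transferase 1 (MSTRG.39209) had a fall of 1.58 against the paper's fall of 0.99, and also came within the error with median-ratio scaling and upper-quartile scaling and without CON_2, CON_3 or T_3h_2. C3 (MSTRG.13902) had 2.10 against the paper's 3.19, and also came within the error with upper-quartile scaling and without CON_3 or T_3h_1. Bf (MSTRG.2825) had 1.31 against the paper's 2.24, and also came within the error with median-ratio scaling and upper-quartile scaling and without CON_3 or T_3h_1. Bf-2 (MSTRG.3521) had 1.03 against the paper's 2.02, and also came within the error with median-ratio scaling and upper-quartile scaling and without CON_3 or T_3h_2. HSP70 (MSTRG.38047) had 1.04 against the paper's 1.87, and also came within the error with a pseudocount of 0.1 and upper-quartile scaling and without CON_3. PUF60 (MSTRG.20573) had -0.27 against the paper's 1.04, and also came within the error without CON_3. The helicase XPB (MSTRG.4135) had 0.13 against the paper's 1.33, and also came within the error without T_3h_2. Src family kinase 5 (MSTRG.9387) had a fall of 1.70 against the paper's fall of 1.14, and also came within the error with median-ratio scaling and upper-quartile scaling and without CON_2, CON_3, T_3h_1 or T_3h_2.

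At T_3h the remaining fold changes were these. The striated muscle myosin heavy chain (MSTRG.24083) had 1.72 against the paper's 2.39, and also came within the error with a pseudocount of 0.1, median-ratio scaling, upper-quartile scaling and the ratio of mean FPKM and without CON_2, CON_3, T_3h_1 or T_3h_2. Myosin-10 (MSTRG.22120) had -1.58 against the paper's 0.61, and came within the error with no other. Unconventional myosin-X (MSTRG.13892) had -0.045 against the paper's 1.16, and also came within the error without T_3h_2. The myosin light chain kinase (MSTRG.2945) had 1.55 against the paper's 2.35, and also came within the error with a pseudocount of 0.1, median-ratio scaling, upper-quartile scaling and the ratio of mean FPKM and without CON_3, T_3h_1 or T_3h_2. Titin (MSTRG.30676) had 1.60 against the paper's 3.00, and also came within the error with a pseudocount of 0.1 and the ratio of mean FPKM. Tropomodulin (MSTRG.29874) had a fall of 1.82 against the paper's fall of 1.10, and also came within the error with median-ratio scaling and upper-quartile scaling and without CON_2 or T_3h_2. Alpha-2 collagen (MSTRG.6004) had 2.02 against the paper's 2.48, and also came within the error with all 9 libraries, median-ratio scaling, upper-quartile scaling and a fit of each pair of groups and without CON_2, CON_3, T_1h_2, T_1h_3, T_3h_1 or T_3h_2. Collagen alpha-1(V) (MSTRG.29524) had 0.22 against the paper's 1.29, and also came within the error with the ratio of mean FPKM and without CON_3 or T_3h_1. The collagen IV alpha-3-binding protein (MSTRG.42213) had 0.036 against the paper's 1.22, and also came within the error with a pseudocount of 0.1 and without CON_3. Pregnancy zone protein (MSTRG.23773) had 1.51 against the paper's 2.04, and also came within the error with a pseudocount of 0.1, all 9 libraries, median-ratio scaling, upper-quartile scaling and a fit of each pair of groups and without CON_2, CON_3, T_1h_2, T_1h_3, T_3h_1 or T_3h_2. Metalloproteinase inhibitor 1 (MSTRG.23074) had 0.71 against the paper's 1.87, and also came within the error without CON_3 or T_3h_2.

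The paper marks 22 of the 36 traced genes of Table 3 as changed at T_1h and 30 at T_3h, and 12 and 21 of these passed the thresholds with the 8 libraries. At T_1h the Ballgown-type test, with and without its filter, called the ones that did not pass, except Bax inhibitor-1, which passed at T_1h in no fit (log2 fold change -0.59). Median-ratio and upper-quartile scaling called glutathione peroxidase and titin, the fit of each pair of groups called tenascin-N, the fit without CON_3 called glutathione peroxidase, and the fit without T_3h_3 called titin. The fits of the block with median-ratio scaling, chosen after seeing the values, called titin. The unfiltered Ballgown-type test of all 9 libraries, chosen after seeing the values, called HSP70 and the collagen IV alpha-3-binding protein.

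At T_3h the Ballgown-type tests called the marked genes that did not pass, except myosin-10. Glutathione S-transferase theta, Bf, Bf-2, HSP70 and titin passed with either scaling and without CON_3, and also with the block, all 9 libraries and median-ratio scaling, which was chosen after seeing the values. Bf, Bf-2, HSP70 and titin passed with the replicate block too, and with the block and all 9 libraries, which was chosen after seeing the values; titin also passed without T_3h_2. Myosin-10 passed as lower, where the paper gives a rise, without CON_1, without T_3h_3, and with the block, all 9 libraries and the minimum mean FPKM, which was chosen after seeing the values. Fibrinogen C domain-containing protein 1 (0.64), XPB (0.13) and actin MSTRG.7224 (-0.75) passed with the Ballgown-type tests alone. A myosin heavy chain isoform X5 that the paper marks at both times was not traced.

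The paper's Discussion gives the totals of genes higher and lower at either time as the numbers of changed genes at T_1h and at T_3h. Its Table 2 lists a uniquely mapped share for T_3h_1, 33.62%, that is outside the range its text gives. The paper describes several HSP70 genes as higher during tenderization. In the 8-library fit the HSP70 gene of Table 3 passed at neither time, and with the replicate block it passed at T_3h. Of the 17 genes described as HSP70 none passed with the 8 libraries. Of these, the Ballgown-type test, with or without its filter, called 1 at T_1h and 2 at T_3h. It describes several myosin light chain kinase genes as higher, where MSTRG.2945 passed and none of the 6 others did with the 8 libraries; 1 of these, MSTRG.25860, passed at T_3h with either scaling, with the Ballgown-type tests, without CON_3 and with the block, all 9 libraries and median-ratio scaling, the last chosen after seeing the values. It names actin and tropomodulin among genes that rose, where actin MSTRG.7224 and tropomodulin MSTRG.29874 had -0.75 and -1.82 at T_3h, while actin isoform 2 rose by 1.85.

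Tenascin-N is described in the paper as lower, and had -1.55 at T_1h and 0.68 at T_3h, past the thresholds at neither. The paper states that complement component 3-2 and mannose-binding lectin were not identified, where 7 tested genes are described as complement component 3-2 or like it, none past the thresholds with the 8 libraries and 1 at T_1h with either scaling, and MSTRG.46303, described as mannose-binding lectin, is listed at 0 in 8 libraries. It names proteolysis among the terms with most genes in both comparisons, where proteolysis held 0 genes past the thresholds at T_1h and 2 with the Ballgown-type test. It names the Rap1 pathway at T_1h, where it held 0 genes past the thresholds and 1 with the Ballgown-type test.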

Other observations

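Of the tests in this part, those that left out the 100 genes of highest FPKM of each library, regrouped the libraries, compared genes listed near 0 or far above 0 in libraries of 1 number, set the lysosome genes against matched lists, compared the Ballgown-type test with RT-qPCR, and compared T_3h with T_1h under other fits for the traced genes were chosen only after the result was seen. The tests of other splits, of the muscle genes and of the share of lower genes with median-ratio scaling were chosen before.

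Libraries with the same replicate number deviated from their group means together. The mean correlation of their deviations was 0.661 over 9 pairs (0.593 to 0.721), against -0.330 over the 18 pairs of different numbers, and no other arrangement of the numbers gave as high a value (exact permutation test over 36 arrangements, p = 0.0278; the highest other value was 0.263). Deviations cancel out within each group, so the value for different numbers follows largely from that for the same number. Genes under 0.1 FPKM in 1 library of each group and at 5 FPKM or more in the other 6 libraries numbered 44 in the 3 triples of the same number and 1 in the 24 triples of mixed numbers. Genes with the opposite pattern numbered 97 and 2. These counts are consistent with same-numbered libraries coming from pieces of the same animal. Libraries of 1 number that were prepared or sequenced together would also share such genes, so the pattern cannot be told apart from that explanation. The labels and the paper name no batch.

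Splits of the 6 libraries of a comparison into 3 and 3 were compared where they part as many same-numbered pairs as the real groups do, which leaves 4 splits, so that a share under 0.05 cannot be reached. In 1 of 4 splits, the real one, as many genes passed the thresholds in T_3h vs. CON: 2111, against 394, 63 and 147 in the others (with the replicate block 3173 against 614, 138 and 379). With all 9 libraries it was also 1 of 4 splits in T_1h vs. CON, 273 against 168, 67 and 129 (with the block 494 against 308 at most), and 1 of 4 splits in T_3h vs. T_1h, 338 against 209, 59 and 50 (with the block 687 against 450, 128 and 101). The other 6 splits of each comparison part only 1 same-numbered pair and set libraries of different numbers against each other. They gave between 1092 and 5260 genes for T_3h vs. CON, between 1542 and 2032 for T_1h vs. CON with all 9 libraries and between 784 and 2490 for T_3h vs. T_1h with all 9 libraries.

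The largest of these counts, 5260, set CON_1, T_3h_1 and T_3h_2 against CON_2, CON_3 and T_3h_3. A difference in scale between the libraries accounts for a large part of it: with median-ratio scaling this grouping gave 2795 genes, still more than the 1430 of T_3h vs. CON, and the share of lower genes fell to 55.7%. The grouping also sets the libraries with the lowest scale factors (0.594 to 0.942) against those with the highest (1.12 to 1.49) among the 6. By the paper's mapping, it also sets the highest shares of reads mapped to several places (34.56 to 43.71%) against the lowest (28.73 to 30.90%). Such reads were not tested as a cause. The grouping parts 1 same-numbered pair, and no biological explanation for it was tested.

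More genes were lower than higher after 37 °C with FPKM as deposited. A shift of the whole FPKM distribution between libraries remains an explanation at T_1h, where 27.1% of the genes past the thresholds were lower with median-ratio scaling. At T_3h 60.0% were still lower with it, so the shift does not account for all of the excess there. A few genes taking most of the FPKM account for a large part of the excess at T_3h, but not for all of it by the limit of 50% set for the test: without the 100 genes of highest FPKM of each library and with every library rescaled to the same total, 62.3% of the genes past the thresholds were lower. Both steps moved the share from 88.6%, so its size depends on the scaling. FPKM is relative to the other genes of a library and gives no absolute amount of RNA.

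Some muscle genes of Table 3 were higher after 37 °C, while tropomodulin (-0.73 and -1.82) and actin MSTRG.7224 (-0.29 and -0.75), which are not in the list tested here, were lower. The 6 genes of a list of muscle genes rose and fell together between libraries of the same group, with a mean correlation of their deviations of 0.552, at the 95.12 percentile of 10000 gene lists of the same size matched on mean FPKM (median 0.137). With all 9 libraries it was 0.704, at the 99.53 percentile. Pieces of body wall with different muscle content may therefore contribute to their differences between libraries. The test compares libraries of 1 group and does not show whether the muscle content differed between the groups, so the rise cannot be told apart from that explanation.

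The 104 tested genes of the lysosome pathway had a median log2 fold change of -0.60 at T_3h, 93 lower and 11 higher, and 0 of 10000 matched gene lists had as low a median (the median of the lists was -0.33). With median-ratio scaling the median was -0.33, with 78 lower, and with upper-quartile scaling -0.31; 0 of 10000 lists were as low in either. At T_1h it was -0.26, with 85 lower. The pathway was picked out because its genes were lower, so this test cannot tell whether the fall is more than the choice of a low list. Past the thresholds were 20 of the genes, all lower, with the 8 libraries and 6 with median-ratio scaling. A lower level of lysosomal transcripts at T_3h may be a response to 37 °C, and is written here only as a hypothesis.

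Of the 10 genes that the paper measured by RT-qPCR, 9 were traced, and all 9 were higher than in CON at both times in the RNA-Seq values. The paper names the 2^-ΔΔCT method for RT-qPCR, which gives values relative to a reference, and its text does not say whether the values of Table 4 are logged. Across these genes, which are not independent replicates, Spearman's rho between the RNA-Seq log2 fold changes of the 8 libraries and the paper's RT-qPCR values was 0.117 at T_1h (exact permutation p = 0.776, two-sided, over 362880 orderings) and -0.167 at T_3h (exact p = 0.678). Pearson's r was 0.191 (exact p = 0.641) and -0.161 (exact p = 0.668), and 0.0979 and -0.154 without the 2 genes farthest from the median of the RNA-Seq values. After adjustment over these 4 relations each p was 0.776. With the Ballgown-type test, rho was 0.433 at T_1h (exact p = 0.250) and -0.133 at T_3h (exact p = 0.744). The paper chose these genes as upregulated and they were traced by their fold changes, so their shared direction carries no information. With 9 genes these values cannot tell whether the 2 measurements rank the genes alike.

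In T_1h vs. CON 896 of 50973 genes had an unadjusted p under 0.05, which is fewer than the 5% that chance gives. Data were also simulated for 9 libraries with a component shared by same-numbered libraries. There, a fit without the block gave 0.849% of the unchanged genes an unadjusted p under 0.05 in this comparison. With the block it was 4.90%. On simulated data without such a component, 1221 unchanged genes passed the thresholds at T_1h in the 8-library fit, more than the 444 genes found. With the shared component, which the pairing of these libraries resembles, 75 unchanged genes passed at T_1h without the block and 254 with it. These are fewer than the 273 and 494 genes at T_1h with all 9 libraries. Groups did not overlap in 12.2% of the genes in T_1h vs. CON with 8 libraries, where exchangeable libraries would give 20%, and in 5.00% with all 9 libraries, where they would give 10%; same-numbered libraries deviate together, so these levels do not hold here.

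The paper names genes as changed at T_1h or at T_3h. Of the 39 traced genes of Tables 3 and 4, 2 had an unadjusted p under 0.05 between T_3h and T_1h and 0 an adjusted p under 0.05 over the list, the smallest being 0.621. That fit has no block, and a fit without it gave few small p-values on simulated data with a component shared by same-numbered libraries. In the fit with the replicate block and all 9 libraries, chosen after seeing the data, 10 of the 39 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. With median-ratio scaling also added, 17 of the 39 had an unadjusted p under 0.05 and 0 an adjusted one. The smallest adjusted p ranged from 0.0698 to 0.849 over the other fits. None of the 39 is shown to differ between the times by adjusted p in any of these fits.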
